# *Aldh1a2*^+^ fibroblastic reticular cells regulate lymphocyte recruitment in omental milky spots

**DOI:** 10.1084/jem.20221813

**Published:** 2023-02-28

**Authors:** Tomomi Yoshihara, Yasutaka Okabe

## Abstract

Lymphoid clusters in visceral adipose tissue omentum, known as milky spots, play a central role in the immunological defense in the abdomen. Milky spots exhibit hybrid nature between secondary lymph organs and ectopic lymphoid tissues, yet their development and maturation mechanisms are poorly understood. Here, we identified a subset of fibroblastic reticular cells (FRCs) that are uniquely present in omental milky spots. These FRCs were characterized by the expression of retinoic acid–converting enzyme, *Aldh1a2*, and endothelial cell marker, *Tie2*, in addition to canonical FRC-associated genes. Diphtheria toxin–mediated ablation of *Aldh1a2*^+^ FRCs resulted in the alteration in milky spot structure with a significant reduction in size and cellularity. Mechanistically, *Aldh1a2*^+^ FRCs regulated the display of chemokine CXCL12 on high endothelial venules (HEVs), which recruit blood-borne lymphocytes from circulation. We further found that *Aldh1a2*^+^ FRCs are required for the maintenance of peritoneal lymphocyte composition. These results illustrate the homeostatic roles of FRCs in the formation of non-classical lymphoid tissues.

## Introduction

The peritoneal cavity, the largest fluid-filled abdominal cavity in mammals, contains visceral organs such as stomach, spleen, liver, and intestine. Although the peritoneal cavity is normally sterile, infection, which can occur by a pathological or traumatic loss of intestinal wall integrity, cirrhosis, pancreatitis, abdominal surgery, or peritoneal dialysis, can cause life-threatening sepsis since the peritoneal cavity serves as a conduit to other vital organs for pathogen spread (Clements et al., 2021, Vega-Perez et al., 2021). Visceral adipose tissue omentum has important immunological properties against abdominal infection and visceral organ injury (Liu et al., 2021a; Di Nicola, 2019). It is a highly mobile organ that helps to occlude the sites of peritoneal inflammation and injury (Liu et al., 2021b; Zindel et al., 2021). Although it is primarily adipose tissue, the unique feature of omentum is the presence of lymphoid aggregates, termed “milky spots,” which are located beneath the mesothelial surface (Meza-Perez and Randall, 2017). Milky spots compose unique niches to collect antigens, particles, and pathogens in peritoneal cavity and function as places to promote immune responses that in many ways resemble the follicles of secondary lymphoid organs (Koning and Mebius, 2020, Jackson-Jones and Benezech, 2020).

The development of milky spots, similar to secondary lymphoid organs such as lymph nodes and Peyer’s patches, is innately programmed, as the milky spots appear during fetal development in humans, mice, and other mammals (Shimotsuma et al., 1994; Krist et al., 1997; Solvason et al., 1992). Whereas the first phase of lymph node development requires lymphoid tissue–inducer cells that express lymphotoxin-αβ to interact with mesenchymal cells, milky spots do not require these interactions, indicating that the formation of milky spots uses mechanisms distinct from those used by secondary lymphoid organs (Rangel-Moreno et al., 2009). Additionally, postnatal exposure to microbial products greatly increases the size and number of milky spots, which is reminiscent of the formation of tertiary lymphoid organs (Cruz-Migoni and Caamano, 2016; Benezech et al., 2015). These pieces of evidence illustrate the hybrid nature of milky spots between secondary lymphoid organs and ectopic lymphoid tissues; the formation of milky spots is dictated by both hard-wired developmental programs and inflammation-mediated postnatal enhancement. However, the mechanism of milky spot formation is poorly understood.

In addition to triggering peritoneal immunity, milky spots serve as the anatomic site of cell entry into the peritoneal cavity (Meza-Perez and Randall, 2017). Surgical removal of the omentum reduces lymphocyte entry into the peritoneal cavity and abolishes neutrophil influx during the early stage of peritonitis (Berberich et al., 2008; Buscher et al., 2016). Consistently, mice deficient in chemokine CXCL13, an essential chemokine for milky spot formation, and its cognate receptor CXCR5 severely reduce the number of lymphocytes in the peritoneal cavity (Ansel et al., 2002; Rangel-Moreno et al., 2009, Hopken et al., 2004). Milky spots contain specialized blood vessels expressing markers of high endothelial venules (HEVs) that permit entry of blood-borne leukocytes into milky spots (Berberich et al., 2008; Rangel-Moreno et al., 2009). Subsequently, lymphocytes are released to the peritoneal cavity through fenestrations between the mesothelial cells that cover milky spots (Cranshaw and Leak, 1990; Mironov et al., 1979). Thus, the leukocyte transit to the peritoneal cavity, in principle, is regulated by two steps: (1) blood-borne leukocytes entering the milky spots through HEVs and (2) egress to the peritoneal cavity by transmigrating through the mesothelium.

Accumulating evidence indicates that stromal–immune cell interactions are crucial for the development, organization, and function of lymphoid organs (Krishnamurty and Turley, 2020; Krausgruber et al., 2020). Fibroblastic reticular cells (FRCs) are specialized lymphoid organ fibroblasts that form dedicated microenvironments to provide niche factors and regulate immune cell traffic (Lutge et al., 2021; Fletcher et al., 2015). FRCs are characterized by the expression of podoplanin (PDPN) and platelet-derived growth factor receptor-α (PDGFRα, CD140a) and their lack of expression of PECAM-1 and CD45 (Fletcher et al., 2015). They also express molecules common to many myofibroblasts such as desmin, CD105, and secrete chemokine CCL19 (Krishnamurty and Turley, 2020, Lutge et al., 2021). In classical secondary lymphoid organs, subsets of FRCs including T cell zone FRCs, B cell zone FRCs, pericytic FRCs, marginal reticular cells, and follicular dendritic cells have been identified based on their localization and phenotypic markers, each of which performs dedicated functions to underpin lymphoid organ microarchitecture (Li et al., 2021). On the contrary, milky spots of omentum display a reduced structural complexity lacking neither clear segregation of B and T cell zones nor a well-defined follicular dendritic cell network (Rangel-Moreno et al., 2009; Perez-Shibayama et al., 2019). Although it has emerged that FRCs in milky spots are crucial for triggering abdominal immune responses (Perez-Shibayama et al., 2018), understanding of phenotypic and functional diversity of FRCs in the milky spots is under-explored. Here, we identified a novel subset of milky spot FRCs, characterized by the expression of retinoic acid–converting enzyme, *Aldh1a2*, as well as the endothelial cell marker, *Tie2*. Genetic depletion of *Aldh1a2*^+^ FRCs led to a substantial reduction in the number of T cells and conventional B2 B cells in milky spots due to the impaired recruitment of these lymphocytes from circulation. Mechanistically, we found that *Aldh1a2*^+^ FRCs are required for the induction of homeostatic chemokine CXCL12 displayed on HEVs in a manner dependent on retinoic acid. Lastly, a progressive decline in the number of lymphocytes in the peritoneal cavity was observed by *Aldh1a2*^+^ FRC ablation. Altogether, these results demonstrate a subset of FRCs that are an integral component of milky spot formation through the regulation of lymphocyte recruitment.

## Results

### Identification of ALDH1A2-expressing stromal cells in milky spots

Multiple studies have shown that retinoic acid, a lipophilic molecule derived from vitamin A, is abundantly present in omentum, and we previously showed that retinoic acid regulates functional polarization of macrophages through the induction of transcription factor GATA6 (Maruya et al., 2011; Okabe and Medzhitov, 2014; Jayakumar et al., 2022). Retinoic acid controls a broad array of immune functions including lymphocyte/myeloid cell differentiation, class switching of B cells, lymphocyte homing, and lymphoid organization (Erkelens and Mebius, 2017), suggesting the role(s) of retinoic acid not only in macrophage regulation but also in other immunological functions in omentum. Omentum was characterized by the high expression of *Aldh1a2* gene, which encodes a rate-limiting enzyme regulating retinoic acid synthesis, whereas *Aldh1a1*, another important enzyme for retinoic acid synthesis, showed a distinct expression pattern (Fig. 1 A and Fig. S1 A). Although previous studies reported that mesothelial cells and fibroblasts in omentum expressed *Aldh1a2* gene (Buechler et al., 2019; Jackson-Jones et al., 2020), the cellular characterization and contribution of each cell type in omental biology remains to be determined. To characterize *Aldh1a2*-expressing cells in omentum, we utilized fluorescent substrate for aldehyde dehydrogenase (ALDH) enzymes, which assesses retinol metabolism capacity (Buechler et al., 2019). Whereas ALDH activity was detected in non-hematopoietic cells (CD45^−^) of all adipose tissues (omentum, perigonadal, and inguinal fat), we found a fraction of CD45^−^ cells in omentum exhibited the highest ALDH activity (Fig. 1 B). This fraction was further identified as CD45^−^CD140a^+^CD105^+^ALDH^high^ cells (Fig. 1 C and Fig. S1, B–D). In this population (gated as P1 in Fig. 1 C), the expression of *Aldh1a2* mRNA, but not two other retinaldehyde dehydrogenases (*Aldh1a1* and *Aldh1a3*), was enriched (Fig. 1 D), suggesting that selective expression of *Aldh1a2* endows the strong ALDH activity. We next determined the localization of ALDH1A2-expressing cells in omentum. Omentum was predominantly occupied by adipose tissue in which scattered distribution of milky spots was observed (Fig. S1 E). Immunofluorescence staining of whole-mount omentum revealed that the majority of cells expressing ALDH1A2 were found to localize in milky spots (Fig. 1 E and Fig. S1 F). These results indicate that a fraction of stromal cells in milky spots exhibit high retinoic acid–metabolizing capacity via the expression *Aldh1a2* gene.

**Figure 1.**
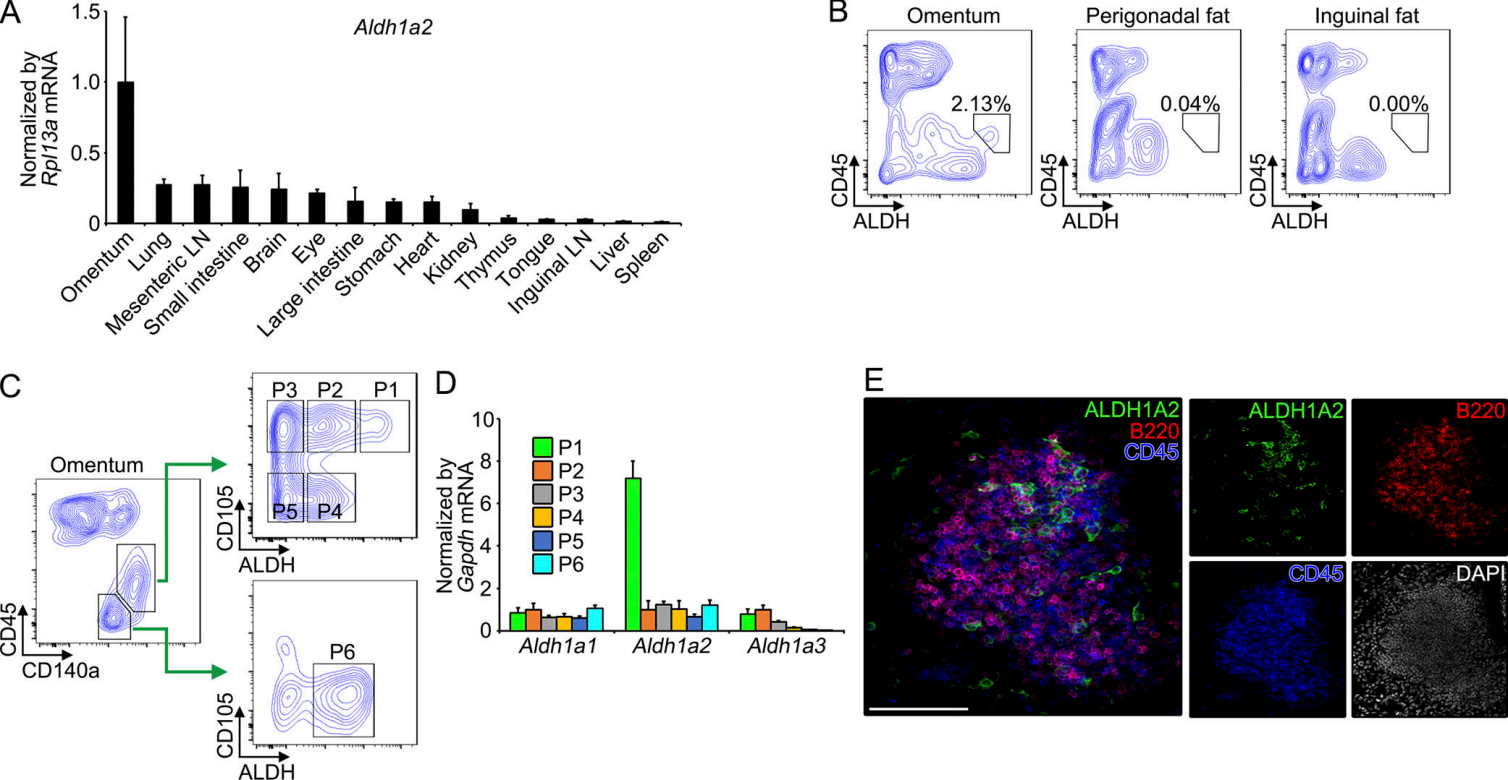
**Identification of ALDH1A2-expressing stromal cells in milky spots. (A)** Indicated tissues were determined for *Aldh1a2* mRNA by quantitative PCR and expressed as relative values normalized by *Rpl13a* mRNA. **(B)** ALDH activity of total cells isolated from omentum (50,283 cells), perigonadal fat (41,885 cells), and inguinal fat (32,335 cells) was determined by flow cytometry. **(C)** Flow cytometry analysis of omental cells (51,021 cells) and gating strategy of cell populations (P1–P6) were depicted. **(D)** The expression of the indicated genes encoding retinaldehyde dehydrogenases in omental cell populations (P1–P6) were analyzed by quantitative PCR and normalized by *Gapdh* mRNA. Expression levels were shown as relative values compared to that of P2. **(E)** Milky spot of the whole-mount omuntum from WT mouse was analyzed for ALDH1A2, B220, CD45, and DAPI. Data represent means ± SEM of three mice per group (A and D), or representative flow cytometry plot or images from at least two independent experiments with similar results (B, C, and E). Scale bar: 100 μm (E).

**Figure S1.**
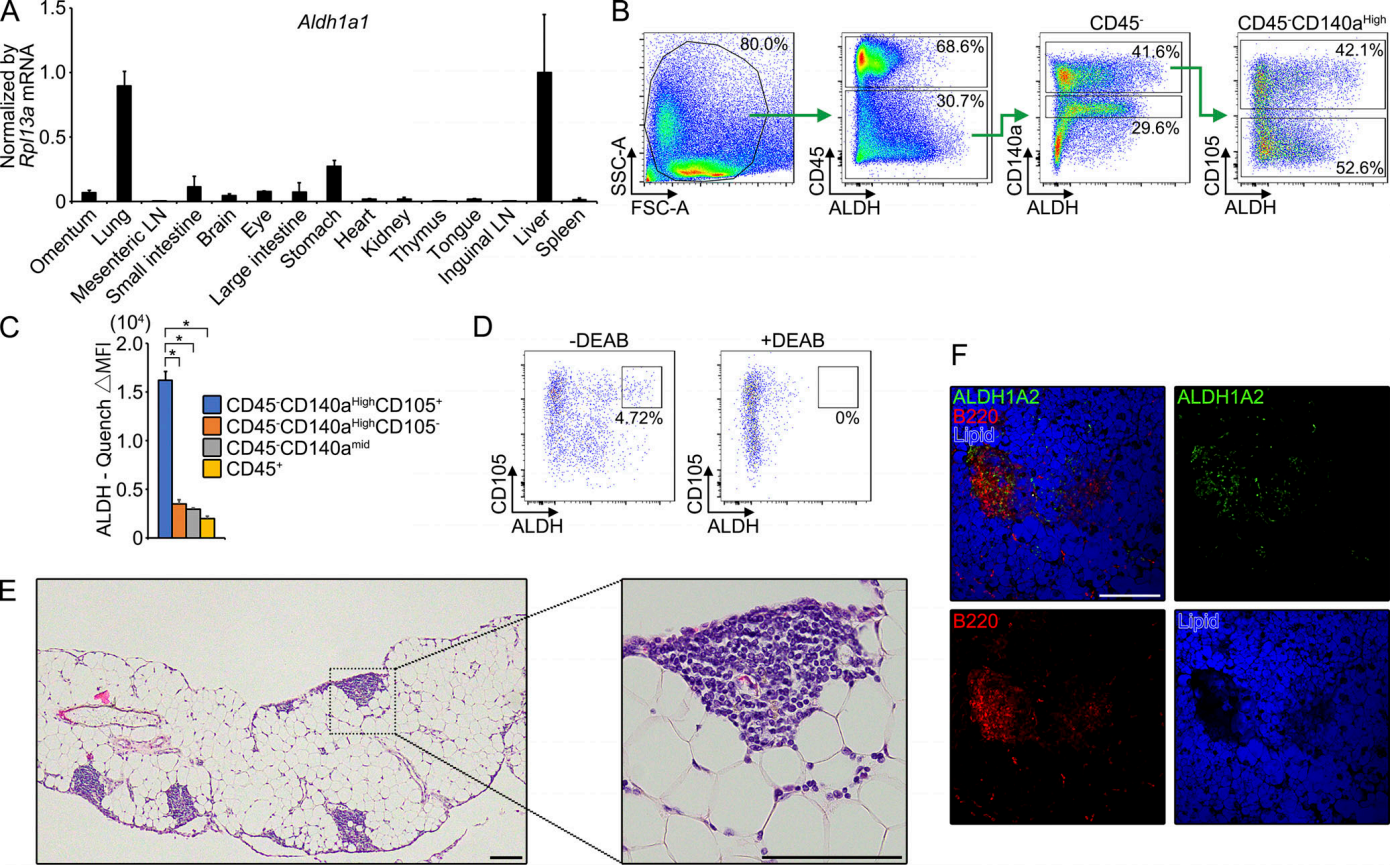
**Characterization of cells exhibiting retinoic acid–producing capacity in omentum. (A)** Indicated tissues were determined for *Aldh1a1* mRNA by quantitative PCR and were expressed as relative values normalized by *Rpl13*a mRNA. **(B)** Gating strategy used for flow cytometry of omental single-cell suspension (157,388 cells analyzed) to identify cells exhibiting high ALDH activity. **(C)** Aldefluor activity (aldefluor mean fluorescence intensity [MFI] minus quench MFI) across omental stromal populations in B is shown (*n* = 4). **(D)** CD45^−^CD140a^High^ omental cells were treated with ALDH in the presence (right) or absence (left) of inhibitor of the retinoic acid production pathway, diethylaminobenzaldehyde (DEAB). **(E)** Paraffin sections of omentum from WT mouse were stained with hematoxylin and eosin. **(F)** Milky spots of the whole-mount omuntum from WT mouse were shown as indicated color-coded lettering. Data represent means ± SEM of three (A) or four (C) mice per group, or representative flow cytometry plot or images from at least two independent experiments (B, E, and F). P value <0.05 was considered significant (*, P < 0.0001). One-way ANOVA was used. Scale bar: 100 μm (E), 200 μm (F).

### Cellular characterization of ALDH1A2-expressing cells

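Cells of the omentum of wild-type C57BL/6 mice were sorted into the 6 stromal populations gated in Fig. 1 C, and 1 RNA-seq library per population was analyzed, so there were no replicates and no p-values across genes were computed. P1 was CD45-CD140a+CD105+ALDH high. P2 and P3 shared these markers, with intermediate and low ALDH activity, respectively. P4 and P5 were CD45-CD140a+CD105-, with intermediate and low ALDH activity, respectively, and P6 was CD45-CD140a low and positive for ALDH activity. Libraries were made with the NEBNext Ultra kit and sequenced as single-end reads of 76 bp. The aligner, the counting program, the genome build and the number of mice behind each library are not named in the paper's text. The authors deposited FPKM values (fragments per kilobase of exon, scaled to the reads mapped) for each library. They covered 23352 gene symbols, and rows that shared a symbol were summed. FPKM values summed to between 384939 in P6 and 407807 in P1 and were used without further scaling between libraries. Between 11340 genes in P1 and 12043 genes in P6 reached 1 FPKM.

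Many low FPKM values lay on multiples of the value of a single read. Among tested values of up to 10 reads, 52.8% to 56.5% per library lay within 0.05 of a whole number, against 10% by chance. The depth of each library was estimated from these multiples, with an assumed fragment length of 200 nt. The estimates were 53.4 M reads in P1, 61.7 M in P2, 60.6 M in P3, 58.5 M in P4, 61.7 M in P5 and 36.9 M in P6. Intervals given for ratios were computed from these estimated reads, and they cover counting error only. A gene was called selective for P1 when its FPKM in P1 was at least 2 times its FPKM in each of the other populations and at least 1. The paper's text states no minimum, and 1 FPKM was chosen before the values were examined.

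The gene of CD105, *Eng*, had 52.4 FPKM in P1, 52.2 in P2 and 42.6 in P3, against 0.359 in P4, 0.231 in P5 and 0.728 in P6. *Pdgfra*, which encodes CD140a, had 152 FPKM in P1, 154 in P2, 153 in P3, 119 in P4, 117 in P5 and 5.36 in P6. *Ptprc*, which encodes CD45, stayed at or below 0.755 FPKM, its value in P6. Whether P1 ranked highest for these 3 genes changed with the scaling of the libraries.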

To characterize the cellular phenotype of *Aldh1a2*-expressing cells, we next performed RNA sequencing (RNA-seq) analysis on sorted omental stromal populations (P1–P6 in Fig. 1 C). We identified 41 genes that had the expression of at least twofold higher in P1 compared to all five other populations (Fig. 2 A), and the selective expression of *Phex*, *Postn*, *Ptx3*, *Cd143*, *Adm*, and *Tie2* in P1 was confirmed by quantitative PCR (Fig. 2 B). 

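By this rule, 54 genes were selective for P1, and 26 of them were among the 41 genes of Fig. 2 A. The number of selective genes moved most when no minimum FPKM was required, which gave 278 genes, and the number within Fig. 2 A moved most at a threshold of 3 times, which 2 of the 41 genes met. The number within Fig. 2 A also depended on the scaling of the libraries, with 41 genes after division by *Gapdh* and 34 with the median of ratios. All 41 genes had their highest FPKM in P1, with values from 5.05 to 469 and a median of 22.7. Their FPKM in P1 divided by that in the highest other population ranged from 1.52 for *Smpd3* to 3.22 for *Phex*, with a median of 2.03. FPKM in P1 was at least 2 times that in P2 for 41 genes, in P3 for 41, in P4 for 28, in P5 for 40 and in P6 for 39. The highest other population was P4 for 28 genes, P2 for 9, P6 for 2, P3 for 1 and P5 for 1, whereas after division by *Gapdh* it was P4 for 6 and P2 for 28. Of the 15 genes that did not meet the rule, 12 were limited by P4, *Nrep* and *Asphd2* by P6, and *Akr1b3* by P5. A 95% interval for counting error could be given for 40 of the genes, and it included a ratio of 2 for 20 of them. Among the 15 genes below the threshold, the interval included 2 for 6 genes and lay below it for 9.

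*Phex* had 18.4 FPKM in P1, 2.63 in P2, 3.92 in P3, 5.71 in P4, 0.680 in P5 and 0.192 in P6. *Ptx3* had 151 FPKM in P1 and 50.4 in P4, the highest other population, a ratio of 3.00 (interval 2.91 to 3.10). *Cd143*, listed as *Ace*, had 345 FPKM in P1 and 140 in P2, a ratio of 2.46 (2.43 to 2.49). *Adm* had 259 FPKM in P1 and 93.2 in P3, and its ratio of P1 to P2, the highest other population, was 2.47 (2.40 to 2.54). *Tie2*, listed as *Tek*, had 22.7 FPKM in P1, 8.76 in P2, 6.41 in P3 and 11.3 in P4, and its ratio of P1 to P4 was 2.02 (1.93 to 2.11). *Postn* had 216 FPKM in P1, 77.8 in P2, 95.5 in P3, 115 in P4, 63.2 in P5 and 2.32 in P6, and its ratio of 1.87 (1.85 to 1.90) lay below the threshold. *Aldh1a2* had 469 FPKM in P1 and 285 in P4, a ratio of 1.65 (1.63 to 1.67).

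Of the 28 selective genes outside Fig. 2 A, 10 were small RNAs and 17 others had less than 5 FPKM in P1. Among the small RNAs, 7 were listed at 0 in every other population, as *Mir29b-2* was, and the other three had fewer than 3 estimated reads there. The last gene, *Ebf2*, had 26.7 FPKM in P1, 10.6 in P3 and 11.9 in P4 and was listed at 0 in P2. With each other population in the place of P1, the same rule gave 32 genes for P2, 43 for P3, 16 for P4, 46 for P5 and 832 for P6. When reads were drawn at these depths from a level per gene shared by all libraries, a mean of 0.02 genes of known length met the rule in P1, against 42 observed. For genes of short or unknown length, the draws gave a mean of 18.7 against 2 observed. There the value of a single read was taken from the gene's lowest nonzero FPKM, so abundant genes were drawn with few reads. These draws can overstate counting error and are no guide to the number expected.

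**Figure D1:**
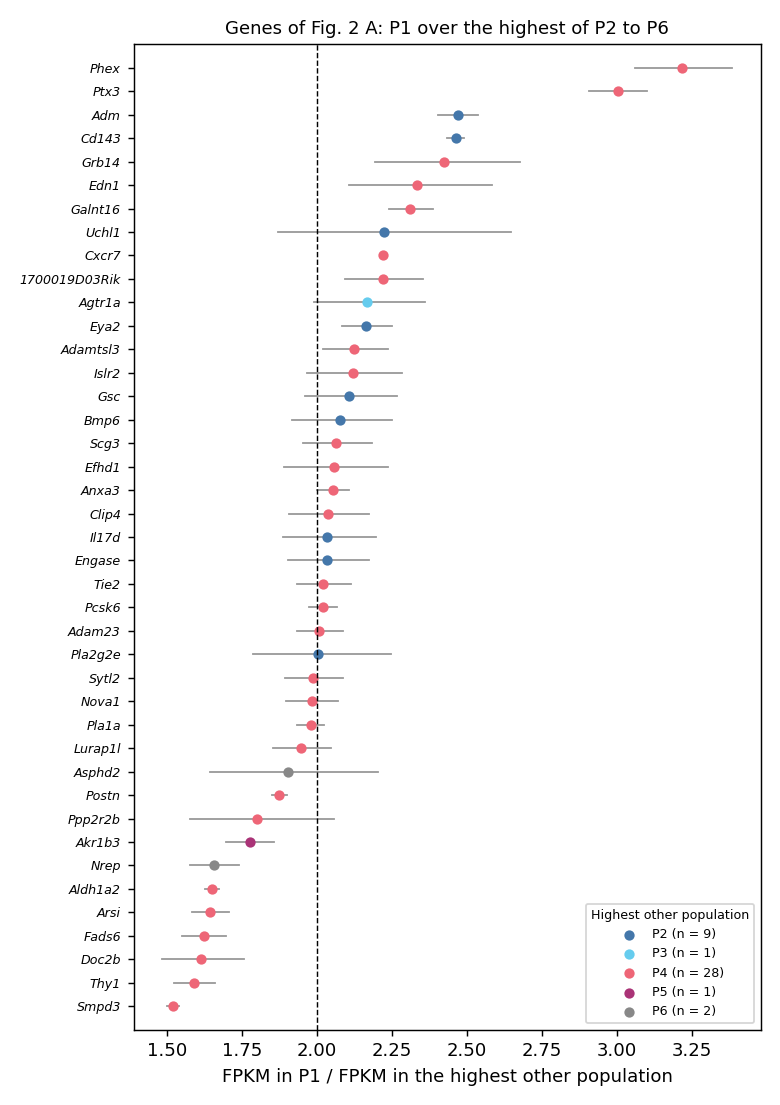
FPKM in P1 divided by FPKM in the highest of P2 to P6 for the 41 genes of Fig. 2 A, 1 library per population. Points are coloured by the highest other population, which was P4 for 28 genes but for 6 after division by *Gapdh*, grey lines are 95% intervals for counting error, and the dashed line marks a ratio of 2, which 26 genes reached.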

Gene ontology analysis revealed that highly expressed genes in P1 are associated with endothelial phenotypes including “vasocontraction” and “blood vessel development” (Fig. S2 A), whereas P1 was clearly distinguishable from PECAM-1^+^ endothelial cells that exhibited low ALDH activity (Fig. 2 C). In contrast, P1 constitutively expressed other well-defined endothelial cell markers, TIE2 and VCAM-1 (Fig. 2 D; Goncharov et al., 2020), suggesting a phenotypic link between P1 and endothelial cells. 

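Gene ontology annotation was not used here, and the paper's text does not name the genes behind these terms. Vasoactive genes of Fig. 2 A and a separate list of endothelial genes were followed in the FPKM values instead. Whether they are the genes behind the terms was not determined. The vasoactive genes of Fig. 2 A other than *Adm* and *Cd143* were *Edn1* and *Agtr1a*. *Edn1* had 11.2 FPKM in P1, 3.50 in P2, 2.44 in P3, 4.79 in P4, 1.12 in P5 and 2.79 in P6. Its ratio of P1 to P4 was 2.33 (95% interval for counting error 2.11 to 2.58). *Agtr1a* had 14.2 FPKM in P1, 6.28 in P2, 6.55 in P3, 6.27 in P4, 1.38 in P5 and 5.07 in P6. Its ratio of P1 to P3 was 2.17, and the interval of 1.99 to 2.36 included the threshold.

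A list of 14 endothelial genes was chosen before the values were examined. It leaves out *Tie2* and *Vcam1*, whose proteins the paper names as endothelial markers, at 22.7 and 54.5 FPKM in P1. In P1, the list had a median of 0.111 FPKM, and its highest member was *Esam* at 0.656 FPKM. *Pecam1* had 0.518 FPKM in P1 and 0.992 in P6, its highest value. For each gene, log2 of FPKM in P1 over the mean of the other five populations was taken after adding 0.1 to both. The median over the list was −0.42, at percentile 22.4 among 10000 random lists matched on mean expression. The largest change came from the members with a mean of at least 1 FPKM, *Kdr* and *Esam*, whose median was −5.02 at percentile 0.03. Both were highest in P6, at 46.9 FPKM for *Kdr* and 62.0 for *Esam*. From the gene ontology terms, the paper states that genes highly expressed in P1 are associated with endothelial phenotypes. By flow cytometry, it separates P1 from PECAM-1+ cells and finds TIE2 and VCAM-1 protein on P1.

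**Figure D2:**
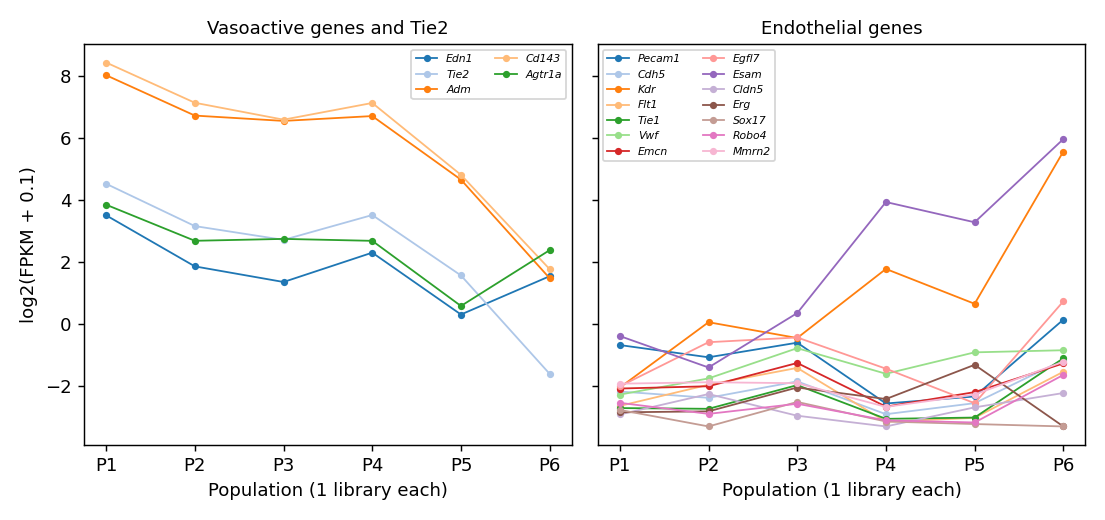
log2(FPKM + 0.1) in each population, 1 library each, for the vasoactive genes of Fig. 2 A with *Tie2* (left) and for the 14 endothelial genes (right). In P1, *Edn1* lies at 11.2 FPKM, *Agtr1a* at 14.2 and *Tie2* at 22.7, while the highest of the 14 listed endothelial genes lies at 0.656. The genes on the left come from Fig. 2 A, so they were picked for high values in P1.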

We also found P1-expressed PDPN, which is known to be expressed in lymphatic endothelial cells, mesothelial cells, and FRCs (Fig. 2 D). Meanwhile, the expression of mesothelial cell markers *MSLN*, *Lrrn4*, and *Upk3b* was not detected in P1 at protein and mRNA levels (Fig. 2, B and D), indicating that P1 does not represent the cells that are generally considered mesothelial cells.

**Figure 2.**
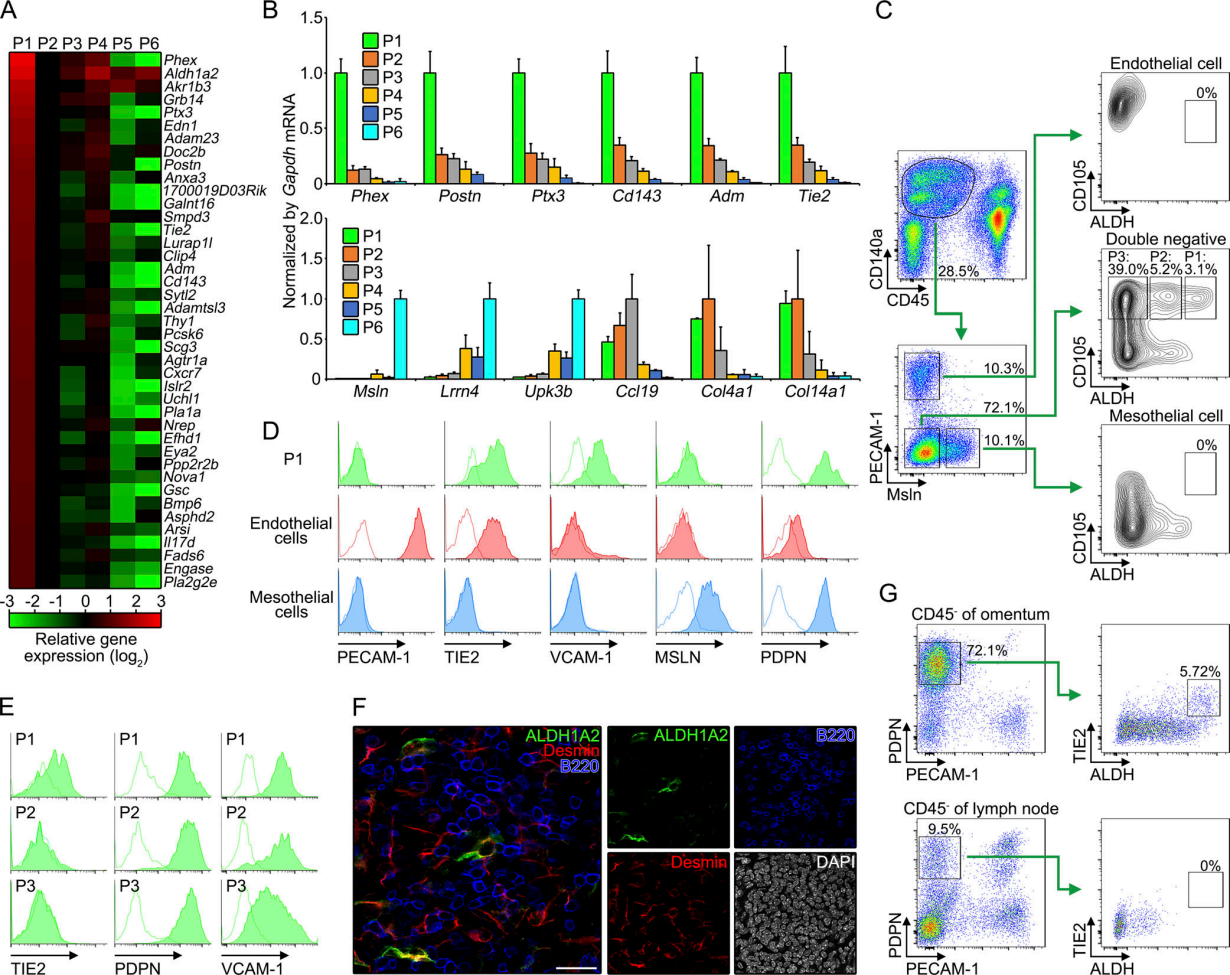
**Cellular characterization of *Aldh1a2***^**+**^ **stromal cells. (A)** Heat map of mRNA, as measured by RNA-seq, expressed at least two times over in P1 relative to their expression in the remaining five populations. Expression levels were shown as relative values normalized by that of P2. **(B)** The mRNA expression of the genes highly expressed in P1 (upper), and mesothelial and FRC markers (lower) in P1–P6 was determined by quantitative PCR and is expressed as a relative value to *Gapdh* mRNA. **(C)** Flow cytometric gating strategy for P1, P2, P3, mesothelial cells, and endothelial cells of WT omental cells (171,123 cells). **(D and E)** Expression of indicated proteins in P1, mesothelial cells, and endothelial cells (D) or omental FRCs (E) was determined by flow cytometry. Dotted lines indicate isotype controls. **(F)** Milky spot of the omuntum from WT mouse was analyzed for ALDH1A2, B220, Desmin, and DAPI. **(G)** Omentum (374,931 cells) and inguinal lymph node (3,877,416 cells) were analyzed for CD45^−^PDPN^+^PECAM-1^−^ FRCs, and determined TIE2 expression and ALDH by flow cytometry. Data represent means ± SEM of three mice per group (B) or representative flow cytometry plot or images from at least two independent experiments (C–G). Scale bar: 20 μm (F).

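The values behind the heat map of Fig. 2 A were recomputed as FPKM in each population divided by FPKM in P2. In P1, the 41 genes had ratios from 2.00 for *Pla2g2e* to 6.98 for *Phex*, with a median of 2.34 (log2 of 1.23). All 41 genes stand in the heat map in the order of this ratio. The median ratio was 0.873 in P3 (log2 of −0.20), 1.19 in P4 (log2 of 0.25), 0.306 in P5 (log2 of −1.71) and 0.539 in P6 (log2 of −0.89). Ratios above 1 were found for 10 genes in P3, 30 in P4, 2 in P5 and 7 in P6. After division by *Gapdh*, the number for P4 was 9, and with the other three scalings it lay between 27 and 29. The number for P6 was 3 after division by *Gapdh* and 8 with a common sum of FPKM. *Aldh1a2* had a ratio of 5.96 in P1, 1.70 in P3, 3.61 in P4, 1.84 in P5 and 2.65 in P6. *Postn* had a ratio of 2.78 in P1, 1.23 in P3, 1.48 in P4, 0.812 in P5 and 0.0298 in P6. Ratios spread most widely in P6, from a log2 of −7.45 for *Galnt16* to 1.41 for *Aldh1a2*.

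**Figure D3:**
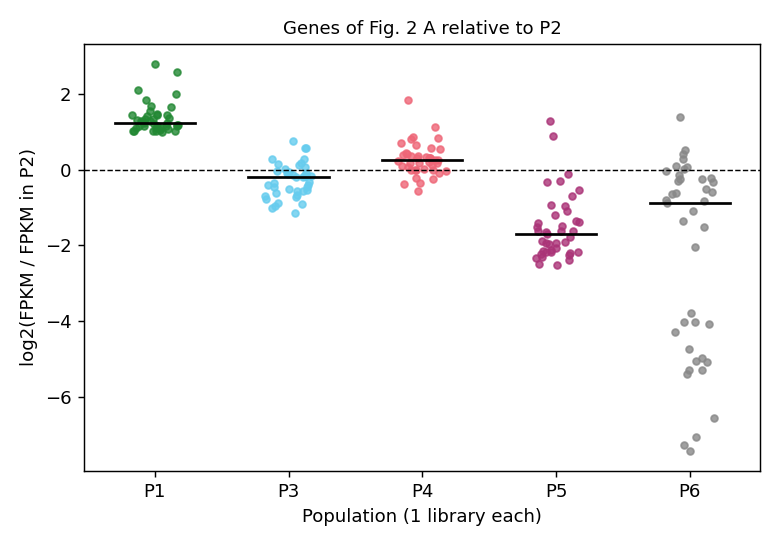
log2 of FPKM divided by FPKM in P2 for the 41 genes of Fig. 2 A. Points are genes, black lines are medians, and each population has 1 library. In P4, 30 genes lie above P2, a number that is 9 after division by *Gapdh*.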

**Figure S2.**
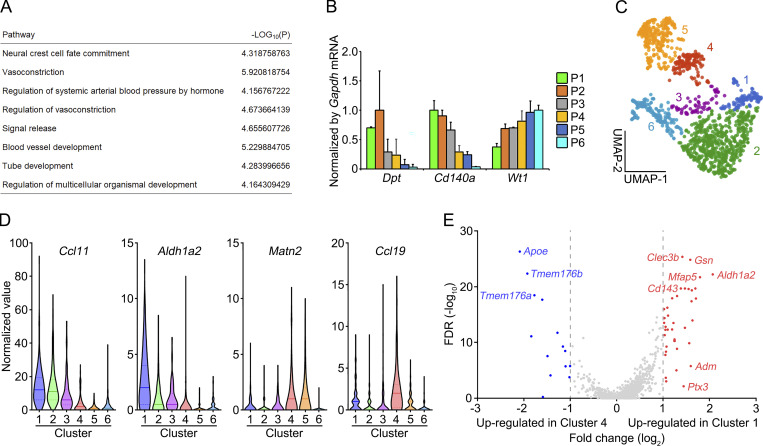
**Gene expression analysis of *Aldh1a2*^+^ stromal cells. (A)** Gene ontology enrichment analysis of a set of genes that were selectively expressed in P1 compared with the other fractions (P2–P6). **(B)** The mRNA expression of indicated genes was determined by quantitative PCR and is expressed as a relative value to *Gapdh* mRNA (*n* = 3). **(C)** Uniform Manifold Approximation and Projection clustering of scRNA-seq of CD140a^+^ omental stromal cells (CD45^−^CD41^−^TER119^−^PCAM1^−^PDPN^+/−^) obtained from Jackson-Jones et al. (2020). **(D)** Violin plots of indicated genes by clusters. Median and first and third quartile are shown by lines and dot lines, respectively. **(E)** Volcano plots of differentially expressed genes between Cluster 1 and Cluster 4. The x axis refers to the log_2_ fold-change of the gene in Cluster 1 compared with Cluster 4, while the y axis shows the −log_10_ Benjamini–Hochberg adjusted P value. Genes with log fold-change >1 or > −1 are colored red or blue, respectively.

In secondary lymphoid organs, PDPN^+^PECAM-1^−^CD140a^+^VCAM-1^+^CD105^+^ cells, which correspond to P1, P2, and P3 (Fig. 2, C and E), are generally referred to FRCs (Perez-Shibayama et al., 2018). Indeed, they were enriched in the expression of FRC-associated genes including *Ccl19*, *Col4a1*, *Col14a1*, *Dpt*, and *Cd140a* (Fig. 2 B and Fig. S2 B). Additionally, ALDH1A2^+^ cells were found in Desmin^+^ filamentous network of FRCs in milky spots (Fig. 2 F; Zeng et al., 2011). These results indicate that omental *Aldh1a2*^+^ cells are a subset of FRCs. Although the expression of FRC-associated genes was also detected in P2 and P3 at mRNA and protein levels, TIE2 was exclusively expressed in P1 (Fig. 2 E). Notably, the cells displaying both ALDH activity and TIE2 were absent among FRCs (CD45^−^PDPN^+^PECAM-1^−^) in lymph nodes, suggesting that *Aldh1a2*^+^ cells represent a subset of FRCs distinct from the cells that are present in secondary lymphoid organs. To further delineate the cellular phenotype of *Aldh1a2*^+^ FRCs, we analyzed single-cell RNA-seq (scRNA-seq) data on *Cd140a*^+^ cells of omental CD45^−^CD41^−^TER119^−^PECAM1^−^PDPN^+/−^ stromal cells (Fig. S2 C; obtained from Jackson-Jones et al., 2020). We found *Aldh1a2* expression was enriched in a fraction of *Ccl11*^+^*CD140a*^+^ fibroblasts (Cluster 1 in Fig. S2, C and D), which was distinct from previously described omental FRCs that were characterized by the expression of *Ccl19*, *Matn2*, and *CD140a* (Cluster 4 in Fig. S2, C and D). Consistent with RNA expression analysis (Fig. 2 B), *Aldh1a2*^+^*Ccl11*^+^*CD140a*^+^ cluster was enriched with the expression of *Ptx3*, *Cd143*, and *Adm*, supporting that this cluster corresponded to *Aldh1a2*^+^ FRCs (Fig. S2 E). Moreover, we identified genes that were highly expressed in *Aldh1a2*^+^*Ccl11*^+^*CD140a*^+^ cluster including *Clec3b*, *Gsn*, and *Mfap5* (Fig. S1 E). These results suggest that at least two distinct FRC subsets, *Aldh1a2*^+^ FRCs and *Ccl19*^+^ FRCs, are present in omentum.

### In vivo ablation of *Aldh1a2*^+^ FRCs

Among the genes that are selectively expressed in P1 (Fig. 2 B), Periostin (*Postn*) is known to be expressed in restricted cell lineages including myofibroblasts, osteoblasts, and colonic epithelial cells (Kanisicak et al., 2016). To determine in vivo function(s) of *Aldh1a2*^+^ FRCs, we utilized *Postn* promoter to selectively target *Aldh1a2*^+^ FRCs in the omentum and generated mice in which a diphtheria toxin receptor (DTR) was genetically targeted into the first coding exon of *Postn* gene (Fig. S3 A; Furukawa et al., 2006). Heterozygous mice were healthy and born at the expected Mendelian ratio, and we hereafter used *Postn*^Dtr/+^ heterozygotes for experiments (referred to as *Postn*-DTR mice). A single injection of low-dose (100 ng/mouse) diphtheria toxin (DT) through the i.p. route efficiently ablated P1 (3.1 ± 0.8% for WT vs. 0.4 ± 0.2% for *Postn*-DTR among CD140a^+^ population; Fig. 3, A and B). While DT administration had only marginal effect on the frequency of P3–P6, it ablated P2 to some degree (6.7 ± 0.8% for WT vs. 3.5 ± 0.7% for *Postn*-DTR among CD140a^+^ population; Fig. 3 B and Fig. S3, B and C), suggesting that P2 could be precursors of P1 or vice versa. The depletion of ALDH1A2^+^ FRCs in the milky spots was confirmed by immunofluorescence staining (Fig. 3 C). These results indicate that DT injection in *Postn*-DTR mice selectively ablated *Aldh1a2*^+^ FRCs.

**Figure S3.**
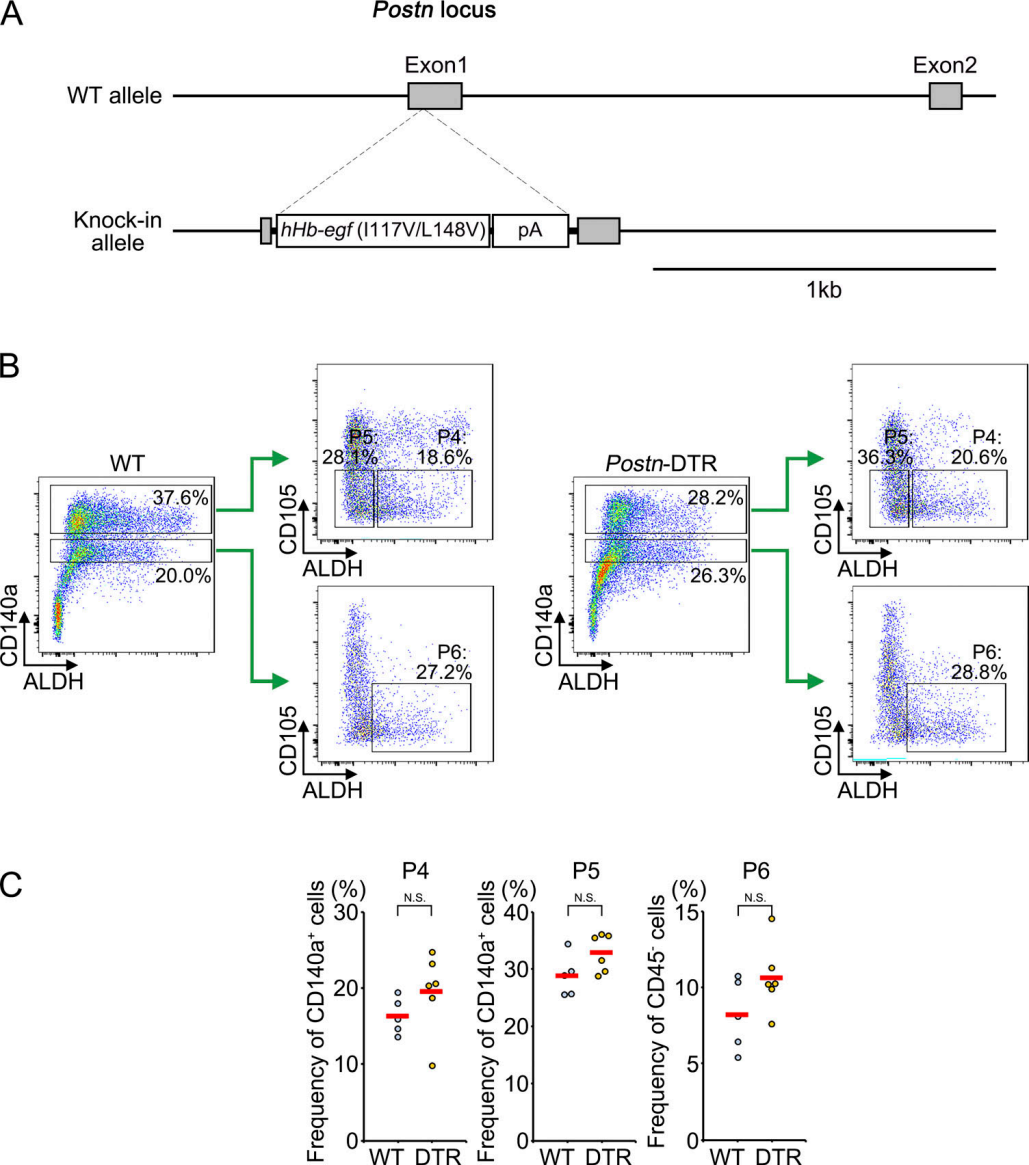
**Generation of *Postn*-DTR mice. (A)** Targeting strategy for generating *Postn*-DTR mouse. Microinjection-based generation of *Postn*-DTR allele by targeting insertion of a DTR cassette (h*Hb-egf*, I117V/L148V) by the CRISPR/Cas9 system. **(B)** Omenta of WT and *Postn*-DTR mice were analyzed for P4, P5, and P6 at 24 h after DT injection. **(C)** The frequencies of P4, P5, and P6 in B were shown. Each point represents one mouse, and the mean values were shown by red horizontal lines (*n* = 5–6). P value <0.05 was considered significant. N.S., not significant. Student’s *t* test was used.

**Figure 3.**
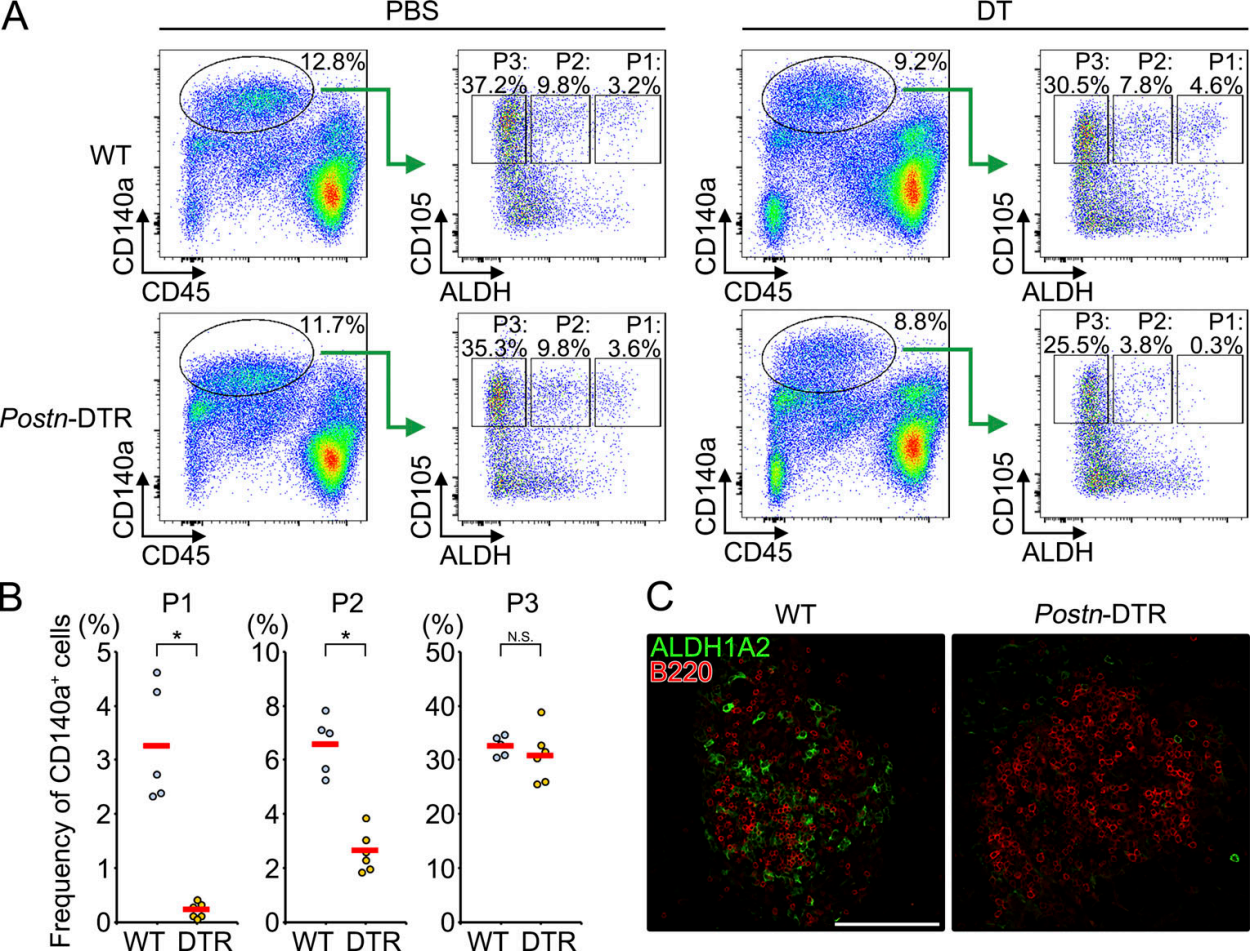
**Genetic depletion of *Aldh1a2***^**+**^ **FRCs. (A)** WT and *Postn*-DTR mice were i.p. injected with PBS or 0.1 μg DT. Omenta were analyzed by flow cytometry 24 h after injection. **(B)** The frequencies of P1, P2, and P3 in A were shown. Each point represents one mouse and the mean values were shown by red horizontal lines (*n* = 5–6). **(C)** Whole-mount omenta from indicated mice (WT or *Postn*-DTR) were stained as indicated color-coded lettering. Data are representative flow cytometry plot or images from at least two independent experiments (A and C). P value <0.05 was considered significant (*, P < 0.0001). N.S., not significant. Student’s *t* test was used. Scale bar: 100 μm (C).

### *Aldh1a2*^+^ FRCs induce the recruitment of circulating lymphocytes

Given that FRCs are an integral component of the organization and function of the lymphoid organs (Acton et al., 2021; Cremasco et al., 2014; Kapoor et al., 2021), we next explored whether the ablation of *Aldh1a2*^+^ FRCs affected the structure of milky spots. To this end, we performed immunostaining of whole-mount omenta with anti-CD45 antibody and the area of CD45^+^ cell aggregates was determined by Z-stack imaging. Although no obvious change in the size of milky spots was observed at 1 d after DT injection, *Postn*-DTR mice severely reduced the size by 5 d after DT administration (Fig. 4, A and B, left). Moreover, the milky spots of *Postn*-DTR mice showed low follicle density (Fig. 4 B, right) and possessed fewer numbers of B220^+^ or CD3^+^ lymphocytes than that of WT mice (Fig. 4 B, middle). In contrast, Desmin^+^ network was still observed in *Postn*-DTR mice (Fig. S4 A). To further assess the alteration to omental leukocyte populations, we performed an scRNA-seq of cells isolated from omenta of WT and *Postn*-DTR mice at 5 d after DT injection (three pooled mice per group). After quality control and adjusting for technical noise, CD45^+^ hematopoietic cells (7,997 cells for WT mice and 5,233 cells for *Postn*-DTR mice) were determined by unsupervised classification visualized by using *t*-distributed stochastic neighbor embedding (t-SNE), and we identified 16 cell types based on the expression of canonical cell marker genes (Fig. 4 C and Fig. S4, B and C). Omental leukocytes were predominantly composed of T and B lymphocytes that were designated with six T cell subsets including naive CD4 T cells (*Cd3e*^+^*Cd4*^+^*Cd62l*^+^*Cd44*^−^), CD4 T cells (*Cd3e*^+^*Cd4*^+^*Cd62l*^−^*Cd44*^+^), regulatory T cells (*Cd3e*^+^*Cd4*^+^*Foxp3*^+^), CD8 T cells (*Cd3e*^+^*Cd8a*^+^), γδT cells (*Cd3e*^+^*Cxcr6*^+^*Trgv6*^+^), and natural killer T cells (*Cd3e*^+^*Nkg2d*^+^ *Nk1.1*^+^), and three B cell subsets that were B2 B cells (*Cd19*^+^*Cd79a*^+^*Ighd*^+^), B1a B cells (*Ighm*^+^*Cd43*^+^*Ighv11-1*^+^*Ighv11-2*^+^), and B1b B cells (*Ighm*^+^*Cd43*^+^*Ighv1-11*^+^; Barington et al., 2022; Prohaska et al., 2018; Fig. 4 C). Among them, the proportion of all T cell subsets was markedly reduced in *Postn*-DTR mice (Fig. 4 D). The proportion of conventional B2 B cells was also reduced in *Postn*-DTR mice whereas that of B1a and B1b B cells showed the opposite trend (Fig. 4 D). Consistently, *Postn*-DTR mice showed a substantial reduction in the cell numbers of CD4 T, CD8 T, and B2 B cells as well as total CD45^+^ leukocytes, although that of B1 B cells and macrophages was not altered (Fig. 4 E). These results suggest that ablation of *Aldh1a2*^+^ FRC led to the selective loss of lymphocyte subsets in omentum. We also found that genes such as *Rps21*, *Tmsb10*, *Ly6d*, and *Cd52* were highly expressed in T cells and B2 B cells of WT mice compared with that of *Postn*-DTR mice, as illustrated in the volcano plot (Fig. S4 D). Interestingly, *Cd52* has been shown to be induced by retinoic acid in lymphocytes (Li et al., 2003), suggesting the involvement of retinoic acid in the functionality and activation of these lymphocytes. The reduction of these lymphocyte numbers in omenta of *Postn*-DTR mice was unlikely due to off-target depletion of lymphocytes since *Postn* was barely detected in omental leukocytes under homeostatic settings (Fig. S4 C), DT did not affect the frequency of circulating lymphocytes in peripheral blood (Fig. S4 E), and lymphoid structures and ER-TR7^+^ fibroblastic network of lymph nodes and spleen were intact in *Postn*-DTR mice (Fig. S4 F).

**Figure 4.**
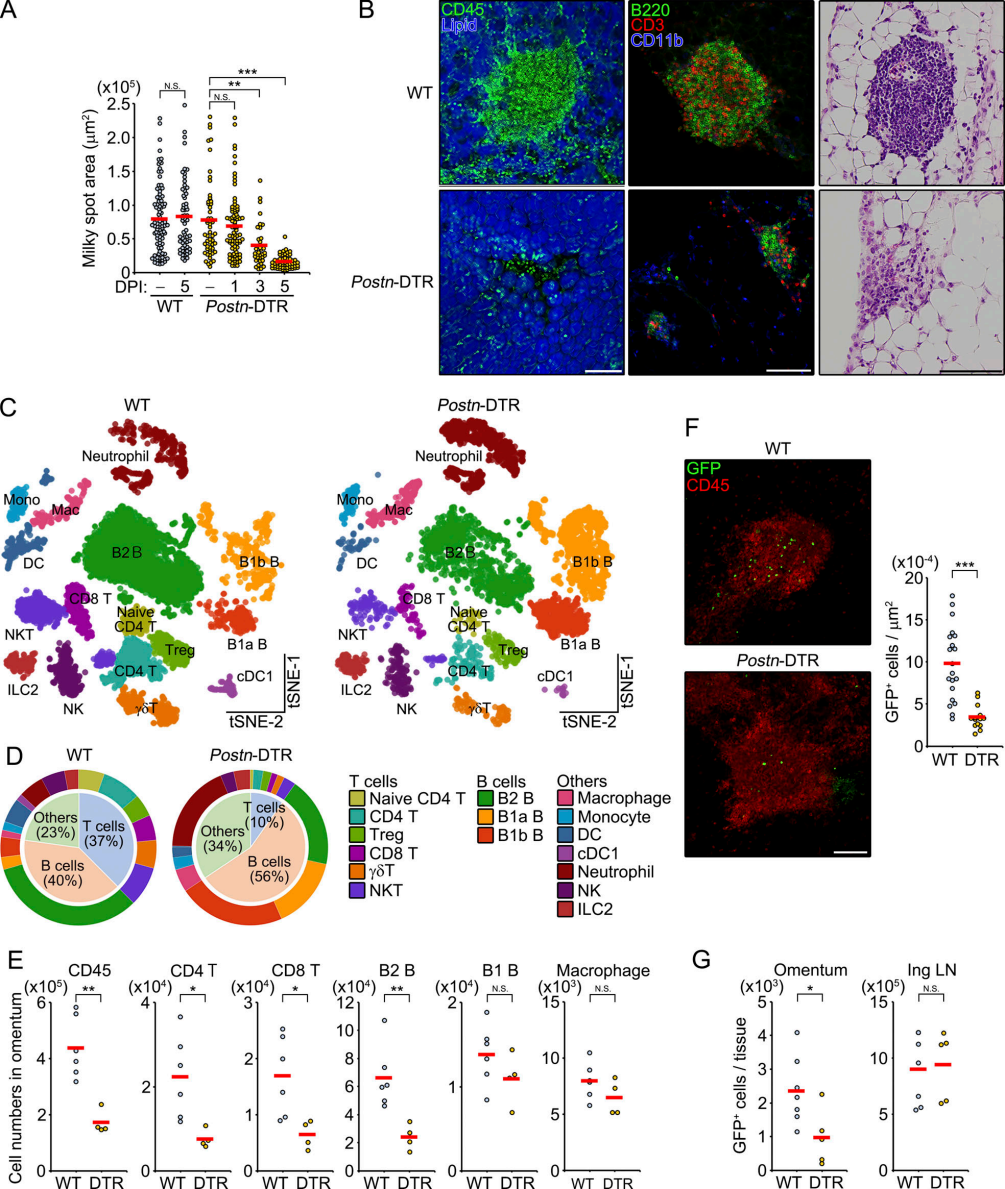
***Aldh1a2***^**+**^ **FRCs regulate the cellularity of milky spots. (A)** Whole-mount omenta from WT and *Postn*-DTR mice at 1, 3, and 5 d after PBS or DT injection (DPI) were visualized by cumulative vertical images and the area of milky spots was determined. Each plot represents one CD45^+^ lymphoid aggregate. Red horizontal lines indicate the mean. **(B)** WT and *Postn*-DTR mice were i.p. injected with DT, and representative images of milky spots at 5 d after DT injection were shown as indicated color-coded lettering (left and middle) or with hematoxylin and eosin (right). **(C)** t-SNE visualization of color-coded scRNA-seq omental CD45^+^ hematopoietic populations of WT and *Postn*-DTR mice at 5 d after DT injection. **(D)** Pie charts demonstrate proportions of the identified clusters across samples. **(E)** Numbers of CD45 cells, CD4 T, CD8 T, B2 B, B1 B, and macrophages in the omentum from WT and *Postn*-DTR mice at 5 d after DT injection (*n* = 4–6). **(F)** GFP^+^ splenocytes were i.v. transferred into WT or *Postn*-DTR mice at 24 h after DT injection, and donor GFP^+^ cells in the milky spots were determined 6 h after transfer. Representative images of GFP^+^ cells in the milky spots were shown (left) and the numbers of GFP^+^ cells in the milky spots were determined (right). Each plot represents a single milky spot, and red horizontal lines indicate the mean. **(G)** The numbers of GFP^+^ cells in omentum and inguinal lymph node (Ing LN) in F were determined by flow cytometry. Pooled data from at least two independent experiments (A, E, and G) or data representative of at least two independent experiments with similar results (B and F) are shown. P value <0.05 was considered significant (*, P < 0.05; **, P < 0.01; ***, P< 0.0001). N.S., not significant. One-way ANOVA was used for A, and Student’s *t* test was used for E–G. Scale bar: 100 μm (B and F). DC, dendritic cell; cDC1, conventional dendritic cell 1; NK, natural killer cell; ILC2, innate lymphoid cells; Treg, regulatory T cell.

**Figure S4.**
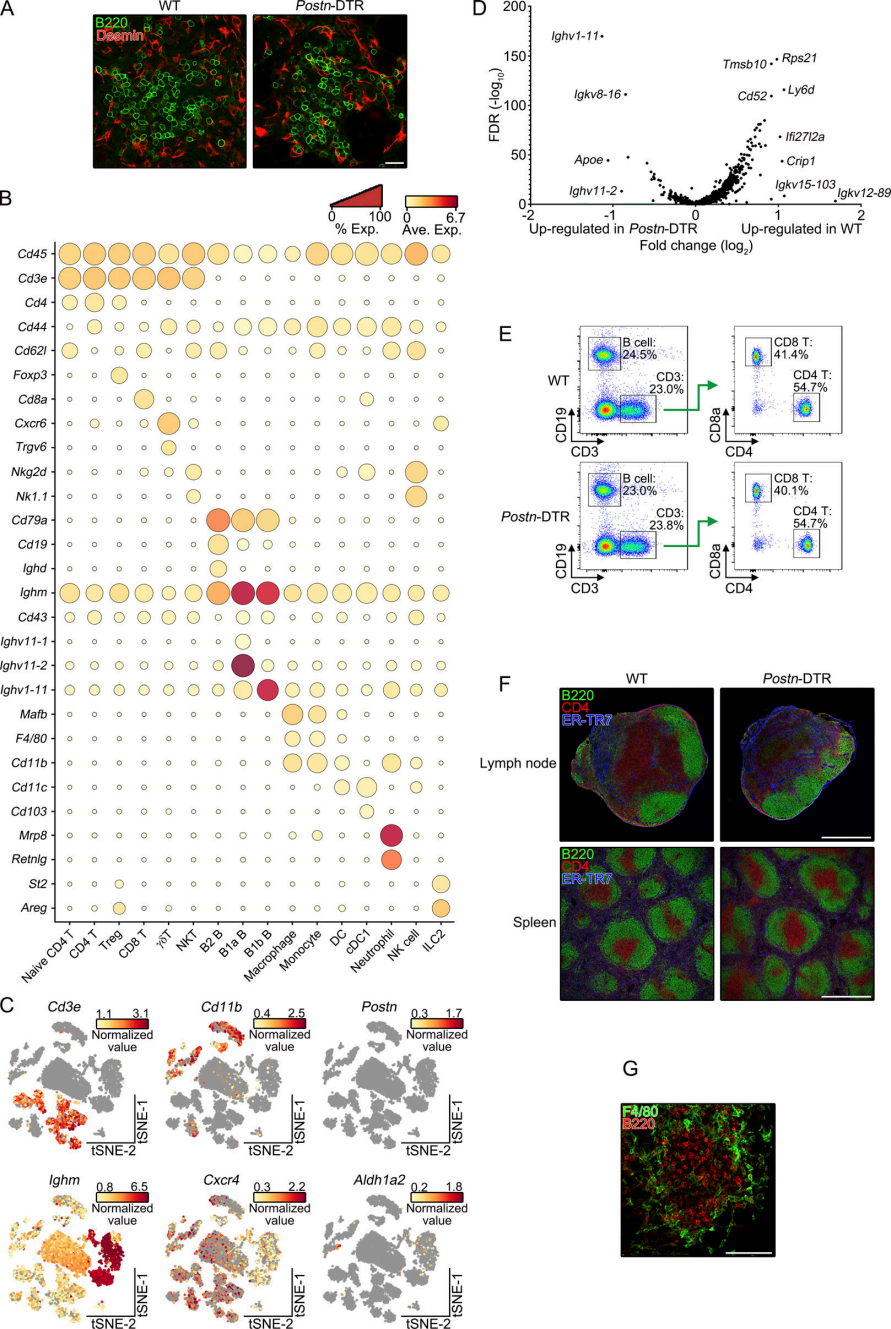
**Characterization of leukocyte populations in *Postn*-DTR mice. (A)** Immunofluorescence staining of whole-mount omentum of WT and *Postn*-DTR mice at 5 d after DT injection demonstrating the expression of Desmin and B220. **(B)** Dot plots demonstrating scaled gene expression and percentage of cells expressing these genes for cluster phenotyping markers for CD45^+^ hematopoietic populations. **(C)** The expression of indicated genes was projected onto t-SNE plots. Color scaled for each gene with highest normalized expression level noted. **(D)** Volcano plot depicting relative gene expression change of CD4 T, CD8 T, and B2 B cells between WT and *Postn*-DTR mice. **(E)** B, CD4 T, and CD8 T cells in peripheral blood from WT and *Postn*-DTR mice were analyzed at 5 d after DT injection. **(F)** Inguinal lymph node and spleen of WT or *Postn*-DTR mice were analyzed for B220, CD4, and ER-TR7 at 5 d after DT injection. **(G)** Milky spot of the whole-mount omuntum from WT mouse was analyzed for F4/80 and B220. Representative flow cytometry plot (E) or images (A, F, and G) from at least two independent experiments are shown. Scale bar: 20 μm (A), 500 μm (F), 100 μm (G).

T cells and B2 B cells constitutively recirculate between the omentum and other lymphoid tissues, whereas macrophages and B1 B cells are permanent residents in omentum and peritoneal cavity and recirculate with relatively slow rate, respectively (Ansel et al., 2002; Berberich et al., 2008). This suggested that the selective reduction of T cell and B2 B cell numbers in *Postn*-DTR omenta was possibly due to the impaired recruitment of circulating lymphocytes to milky spots. To test this possibility, GFP-expressing splenocytes were i.v. transferred at 24 h after DT injection, and the positioning of donor splenocytes in the omentum was determined by fluorescence imaging. At 6 h after transfer, donor splenocytes in WT mice abundantly accumulated in the region of milky spots with only a few GFP^+^ cells scattered in the surrounding regions (Fig. 4 F). Meanwhile, milky spots of *Postn*-DTR mice had significantly fewer numbers of GFP^+^ splenocytes. Consistently, the numbers of GFP^+^ cells in omentum, but not in inguinal lymph node, significantly reduced in *Postn*-DTR mice (Fig. 4 G). Collectively, these data indicate that ablation of *Aldh1a2*^+^ FRCs led to the selective impairment of lymphocyte recruitment to the milky spots. Interestingly, majority of F4/80^+^ macrophages were found outside of the lymphoid aggregates that were marked with B220 (Fig. S4 G), suggesting that the conventional lymphocytes are continuously recruited to the milky spots whereas other leukocytes such as macrophages reside primarily outside of the milky spots.

### *Aldh1a2*^+^ FRCs are required for the induction of CXCL12

The above data suggested that *Aldh1a2*^+^ FRCs directly or indirectly recruit circulating lymphocytes to the milky spots. To delineate the molecular mechanism underlying lymphocyte recruitment, we performed RNA-seq analysis of omenta at 5 d after DT injection and identified 39 genes that were downregulated at least 0.5-fold in *Postn*-DTR mice compared with WT mice (Fig. 5 A). Among these genes, chemokine *Cxcl12*, which recruits a diverse range of CXCR4-expressing leukocytes (Campbell et al., 2003), was significantly downregulated in omenta of *Postn*-DTR mice, whereas other homeostatic chemokines such as *Cxcl13*, *Cxcl16*, *Ccl19*, and *Ccl21* were comparably expressed between omenta of WT and *Postn*-DTR mice (Fig. 5 B). Given that CXCL12 is involved in the formation of ectopic lymphoid tissues (Fleige et al., 2014) and its receptor CXCR4 was broadly expressed in omental lymphocytes including T cells and B2 B cells (Fig. S4 C), we investigated the functional role of *Cxcl12* in milky spot formation. To this end, WT C57BL/6 mice were i.p. injected with AMD3100, a specific antagonist of CXCR4, and the size of the milky spots was determined by immunofluorescence staining for CD45. We observed that the administration of AMD3100 significantly reduced the size of milky spots (Fig. 5, C and D), consistent with the previous observation (Abe et al., 2009). Additionally, the administration of AMD3100 reduced the numbers of B2 B cells, but not B1 B cells and macrophages, in omentum (Fig. 5 E), similar to those seen in *Postn*-DTR mice. Collectively, these results indicate that *Aldh1a2*^+^ FRCs are required for the induction of CXCL12 which is, at least in part, the mechanism regulating milky spot formation.

**Figure 5.**
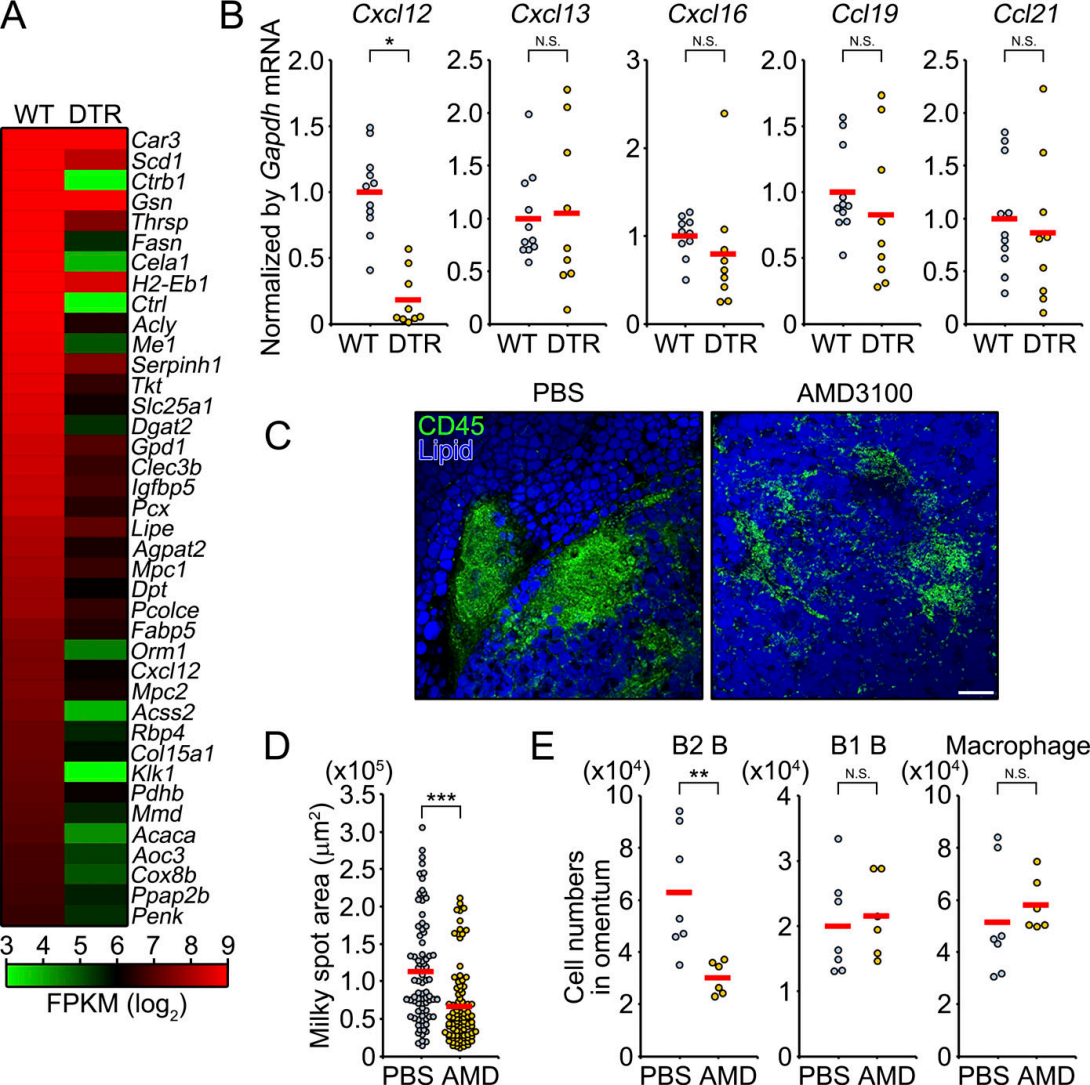
***Aldh1a2***^**+**^ **FRCs are required for *Cxcl12* expression. (A)** Heat map of mRNA, as measured by RNA-seq, expressed at least two times over in omenta of WT mice relative to their expression in that of *Postn*-DTR mice at 5 d after DT injection. Expression levels were shown as fragments per kilobase of exon per million reads mapped (FPKM, log_2_). **(B)** The expression of indicated chemokines in WT and *Postn*-DTR omenta was analyzed by quantitative PCR and expressed as relative values normalized by *Gapdh* mRNA. Each point represents one mouse, and the mean values were shown by red horizontal lines (*n* = 9–11). **(C)** Representative images of omenta from WT mice that were injected with PBS or AMD3100. **(D)** The area of milky spots of C was determined from cumulative vertical images. Each plot represents one CD45^+^ lymphoid aggregate. Red horizontal lines indicate the mean. **(E)** PBS or AMD3100 was i.p. injected every day for 5 d, and numbers of B2 B, B1 B, and macrophages in the omentum were determined. Each plot represents one mouse, and red horizontal lines indicate the mean. Pooled data from at least two independent experiments (B, D, and E) or the representative image of at least two independent experiments with similar results (C) are shown. P value <0.05 was considered significant (*, P < 0.05; **, P < 0.01; ***, P < 0.001). N.S., not significant. Student’s *t* test was used. Scale bar: 100 μm (C).

### Retinoic acid–dependent induction of CXCL12 on HEVs

We next addressed CXCL12-producing cells in omentum. It has been shown that HEVs in lymph nodes display CXCL12, which promotes extravasation of blood-borne leukocytes into the lymph node parenchyma (Okada et al., 2002; Pablos et al., 2003; Santiago et al., 2006), and these observations prompted us to determine the localization of CXCL12 on omental HEVs. Consistent with the previous studies (Berberich et al., 2008; Rangel-Moreno et al., 2009), PECAM-1^+^ vessels expressing HEV marker, peripheral node addressin (PNAd), were exclusively present inside milky spots (Fig. 6 A). Additionally, we observed predominant localization of CXCL12 in the luminal side of HEVs in WT milky spots (Fig. 6 B). In contrast, CXCL12 was absent on HEVs in omenta of *Postn*-DTR mice (Fig. 6 B), despite PECAM-1^+^ cells expressing PNAd and another HEV marker, mucosal addressin cell adhesion molecule 1 (MAdCAM-1), were equally present in omenta of WT and *Postn*-DTR mice (Fig. S5, A and B). CXCL12 on HEVs can be produced by endothelial cells themselves or can be produced by surrounding stromal cells and, subsequently, transported to HEVs by transcytosis (Rustenhoven et al., 2021; Weiss et al., 2013). The expression of *Cxcl12* mRNA in omentum was found in PECAM-1^+^ endothelial cells, *Aldh1a2*^+^ FRCs (P1), and conventional FRCs (P2 and P3; Fig. 6 C). Additionally, the expression of Cxcl12 mRNA in both endothelial cells and FRCs was downregulated in *Postn*-DTR mice (Fig. 6 D). Thus, the decline of *Cxcl12* expression in whole omental tissues of *Postn*-DTR mice could be reflected by the reduction in gene expression in endothelium and conventional FRCs and the ablation of *Aldh1a2*^+^ FRCs.

**Figure 6.**
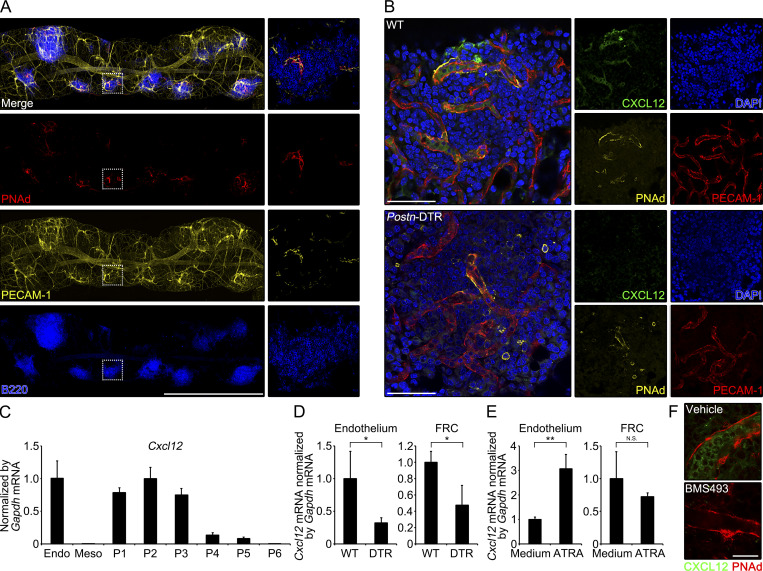
**Involvement of *Aldh1a2***^**+**^ **FRCs in CXCL12 induction in HEVs. (A)** Immunofluorescence staining of whole-mount omentum of WT mouse demonstrating the expression of PNAd, PECAM-1, and B220. Right: Enlarged images of boxed regions. **(B)** Milky spot of the whole-mount omunta from WT and *Postn*-DTR mice was analyzed for CXCL12, PNAd, PECAM-1, and DAPI. **(C)** The expression of *Cxcl12* mRNA in sorted endothelial cells (Endo), mesothelial cells (Meso), and P1–P6 was determined by quantitative PCR and expressed as relative values normalized by *Gapdh* mRNA (*n* = 3). **(D)** The expression of *Cxcl12* mRNA in sorted endothelial cells and FRCs in WT and *Postn*-DTR mice was determined by quantitative PCR and expressed as relative values normalized by *Gapdh* mRNA (*n* = 3). **(E)** Sorted endothelial cells and FRCs were stimulated with 1 μM ATRA for 24 h and the expression of *Cxcl12* mRNA was quantified (*n* = 3). **(F)** Representative immunofluorescence images of omenta from WT mice that were injected with vehicle or BMS493. Data are representative of at least two independent experiments (A, B, and D–F). P value <0.05 was considered significant (*, P < 0.05; **, P < 0.01). N.S., not significant. Student’s *t* test was used. Scale bar: 1 mm (A), 50 μm (B), 20 μm (F).

**Figure S5.**
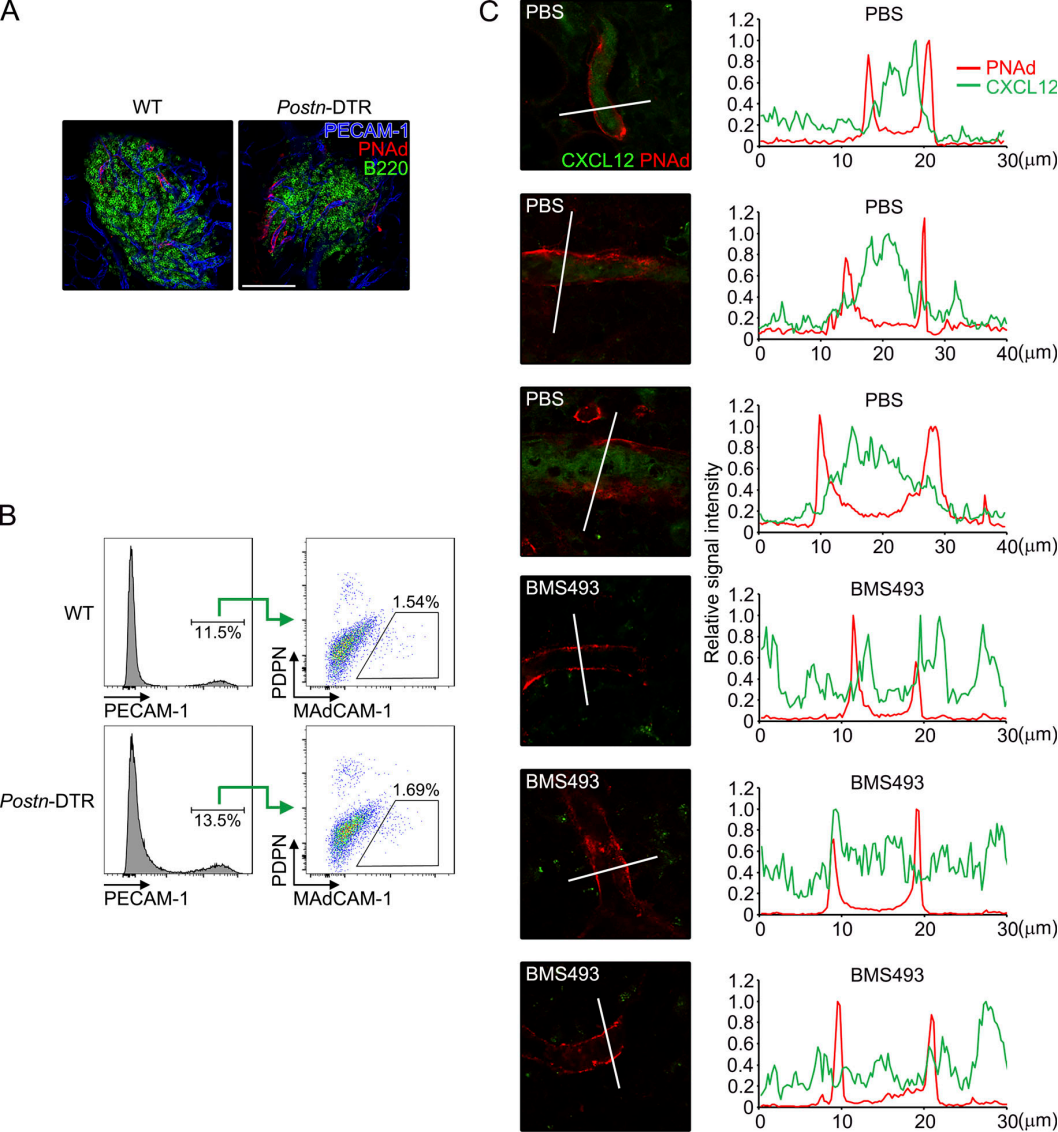
**Characterization of HEVs in *Postn*-DTR mice. (A and B)** WT and *Postn*-DTR mice were i.p. injected with 0.1 μg DT. Whole-mount omenta from indicated mice were stained as indicated color-coded lettering (A). Omenta were analyzed by flow cytometry (B). **(C)** Left: Three representative images for each treatment (PBS or BMS493) in Fig. 6 F are shown. Right: The signal intensity within the line (white) on the left was quantified every 0.026 μm for PNAd (red) and CXCL12 (green), and that relative to the maximum intensity was depicted. Scale bar: 100 μm (A).

Multiple studies have shown that retinoic acid induces the expression of *Cxcl12* (Liu et al., 2011; Hu et al., 2017; Kim et al., 2007), suggesting the possibility that *Aldh1a2*^+^ FRC-derived retinoic acid induces the expression of *Cxcl12* gene in endothelial cells and/or FRCs. To test this possibility, we sorted PECAM-1^+^ endothelial cells and PDPN^+^CD140a^+^ FRCs from omenta of WT C57BL/6 mice and stimulated with all trans retinoic acid (ATRA), the most abundant form of retinoic acid in vivo, for 24 h. We observed ATRA stimulation increased the expression of *Cxcl12* in endothelial cells about 3.1-fold, whereas it had only marginal effect on the expression in FRCs (Fig. 6 E). To further explore the role of retinoic acid in the expression of omental *Cxcl12* gene in vivo, WT C57BL/6 mice were i.p. injected with pan-retinoic acid receptor inverse agonist BMS493. Interestingly, BMS493 treatment was able to diminish the CXCL12 display on HEVs in milky spots (Fig. 6 F and Fig. S5 C). Altogether, these results suggest that homeostatic display of CXCL12 on HEVs in the milky spots is primarily regulated by retinoic acid–dependent induction of *Cxcl12* gene in endothelium.

### *Aldh1a2*^+^ fibroblastic stromal cells maintain peritoneal leukocyte population

Given that the milky spots of omentum are proposed as the source of peritoneal cells (Ansel et al., 2002; Barington et al., 2022), we next explored the role of *Aldh1a2*^+^ FRCs in peritoneal lymphocyte composition. To this end, GFP-expressing splenocytes were adoptively transferred i.v. or i.p. at 2 d after DT injection, and the number of donor cells in peritoneal cavity or spleen was determined by flow cytometry at 24 h after transfer, respectively (Fig. 7 A). Although the depletion of *Aldh1a2*^+^ FRCs did not affect the lymphocyte homing from peritoneal cavity to spleen, that from circulation to peritoneal cavity was significantly diminished (Fig. 7, B and C). Consistently, flow cytometry of peritoneal lavage cells at 6 d after DT injection revealed that *Postn*-DTR mice had 4.4-fold fewer CD4 T cells, 2.8-fold fewer CD8 T cells, and 4.5-fold fewer B2 cells compared with that of WT controls (Fig. 7 D). These results indicate that *Aldh1a2*^+^ FRCs are required for the recruitment of T cells and B2 cells to peritoneal cavity.

**Figure 7.**
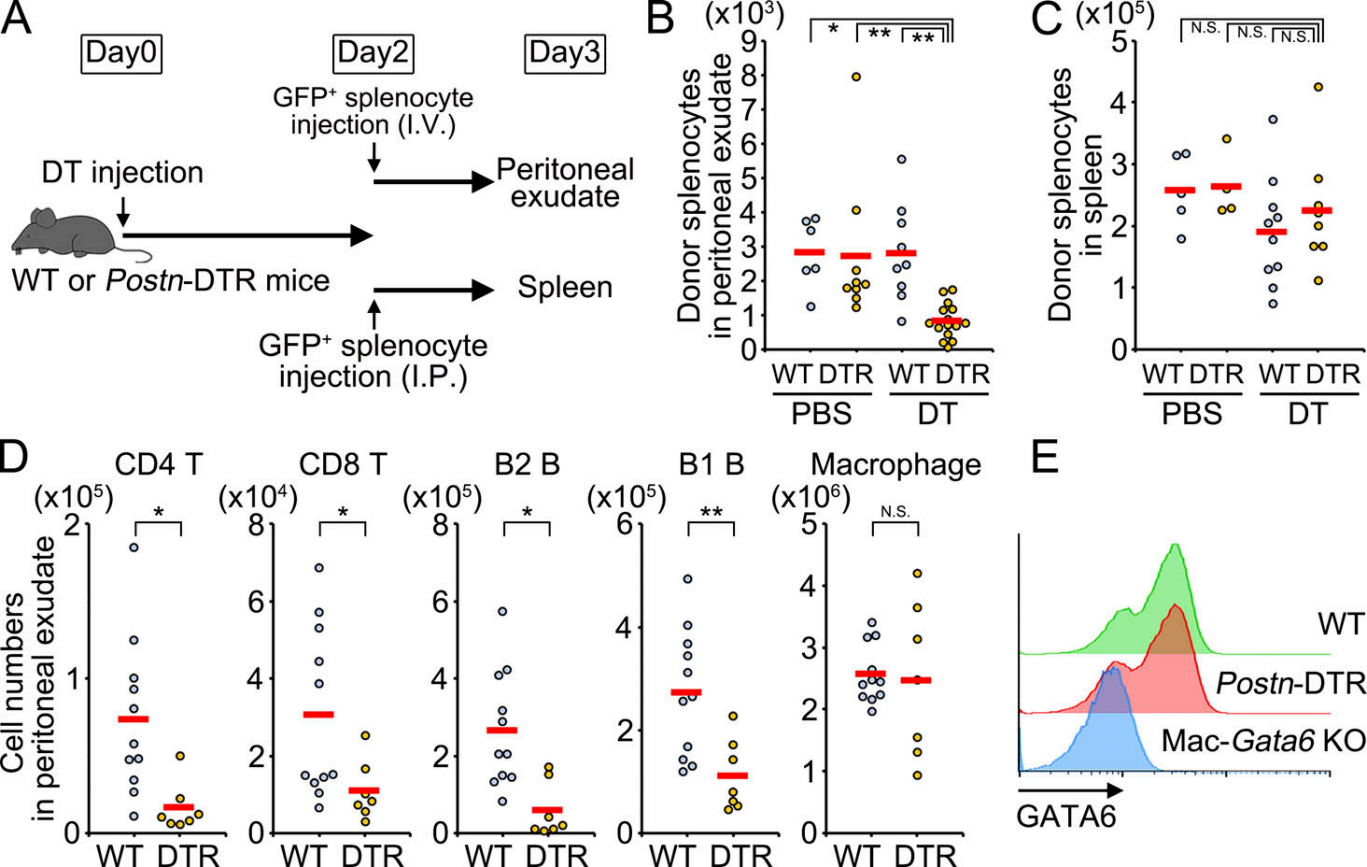
**Requirement of *Aldh1a2***^**+**^ **FRCs for peritoneal lymphocyte population. (A–C)** Schematic of splenocyte transfer. GFP^+^ splenocytes were i.v. or i.p. transferred into WT or *Postn*-DTR mice 2 d after PBS or DT injection and the numbers of GFP^+^ cells in the peritoneal exudate (B) and spleen (C) were shown. Each plot represents one mouse, and red horizontal lines indicate the mean. **(D)** Mean numbers of CD4 T, CD8 T, B2 B, B1 B cells, and macrophages in the peritoneal cavity from WT and *Postn*-DTR mice at 6 d after DT injection. **(E)** Large peritoneal macrophages in peritoneal exudate cells in D and Mac-*Gata6* KO mice were analyzed for GATA6 protein by flow cytometry. Pooled data from at least two independent experiments (B–D) or the representative flow cytometry of at least two independent experiments with similar results (E) are shown. P value <0.05 was considered significant (*, P < 0.05; **, P < 0.01). N.S., not significant. One-way ANOVA was used for B and C, and Student’s *t* test was used for D.

The reduction in T cell and B2 cell numbers in *Postn*-DTR mice seemed to be primarily caused by poor lymphocyte recruitment to the milky spots (Fig. 4, E and G). In addition to these conventional lymphocytes, *Postn*-DTR mice had 2.4-fold fewer B1 B cells in the peritoneal cavity (Fig. 7 D), whereas the number of omental B1 B cells was not affected in *Postn*-DTR mice (Fig. 4 E). This suggests the possibility that DT had some impact on the lymphocyte egress to the peritoneal cavity from omentum or other sources (Berberich et al., 2008; Jia et al., 2020). In contrast, the number of peritoneal resident cells such as macrophages was not affected in *Postn*-DTR mice (Fig. 7 D). Consistently, the expression of GATA6, which regulates tissue-specific transcription program and localization of peritoneal macrophages (Okabe and Medzhitov, 2014), was not affected in CD11b^+^ F4/80^+^ MHC-II^−^^ or low^ large peritoneal macrophages of *Postn*-DTR mice (Fig. 7 E). These results indicate that *Aldh1a2*^+^ FRCs were not essential for macrophage polarization and localization in peritoneal cavity.

## Discussion

In the present study, we identified a subset of FRCs that was uniquely present in omental milky spots. They were characterized by the enriched expression of gene-encoding retinoic acid converting enzyme, *Aldh1a2*, as well as endothelial cell–associated genes, including *Tie2*. Ablation of *Aldh1a2*^+^ FRCs was not immediately accompanied by the collapse of the lymphoid aggregates, and population of B1 B cells and macrophages was maintained, which suggested that lymphoid infrastructure was maintained despite a lack of *Aldh1a2*^+^ FRCs. In contrast, the ablation of *Aldh1a2*^+^ FRCs was associated with the impaired recruitment of circulating lymphocytes to the milky spots, and our results indicated *Aldh1a2*^+^ FRCs are required for display of CXCL12 on HEVs. Thus, *Aldh1a2*^+^ FRCs are an integral component of milky spot formation, which is mediated by the recruitment of circulating lymphocytes in a manner dependent on CXCL12.

Although retinoic acid is abundantly present in omentum under homeostatic conditions, the role of retinoic acid in the development and maturation of milky spots remained underexplored. In lymph nodes and Peyer’s patches, retinoic acid initiates lymphoid organ development through the induction of homeostatic chemokine CXCL13 in stromal organizer cells (van de Pavert et al., 2009). However, the ablation of *Aldh1a2*^+^ FRCs in omentum did not alter *Cxcl13* expression (Fig. 5 B). By contrast, our results indicated *Aldh1a2*^+^ FRC-derived retinoic acid induced CXCL12 in endothelial cells, which is essential for constitutive recruitment of circulating lymphocytes into the milky spots. On the opposite side, *Cxcl12* mRNA was also expressed in omental FRCs in a manner independent of retinoic acid. CXCL12 is a key regulator for the development of ectopic lymphoid follicles and, notably, CXCL12 in FRCs is induced by inflammatory signals such as IL-17 during the development of bronchus-associated lymphoid tissue (Fleige et al., 2014; Pandey et al., 2017; Meza-Perez and Randall, 2017). Collectively, this evidence suggest that retinoic acid–dependent CXCL12 induction in endothelium preserves the milky spot formation under homeostatic conditions, whereas FRC-derived CXCL12 might be rather prone to the expansion of lymphoid structure during the inflammatory settings (Fig. 8).

**Figure 8.**
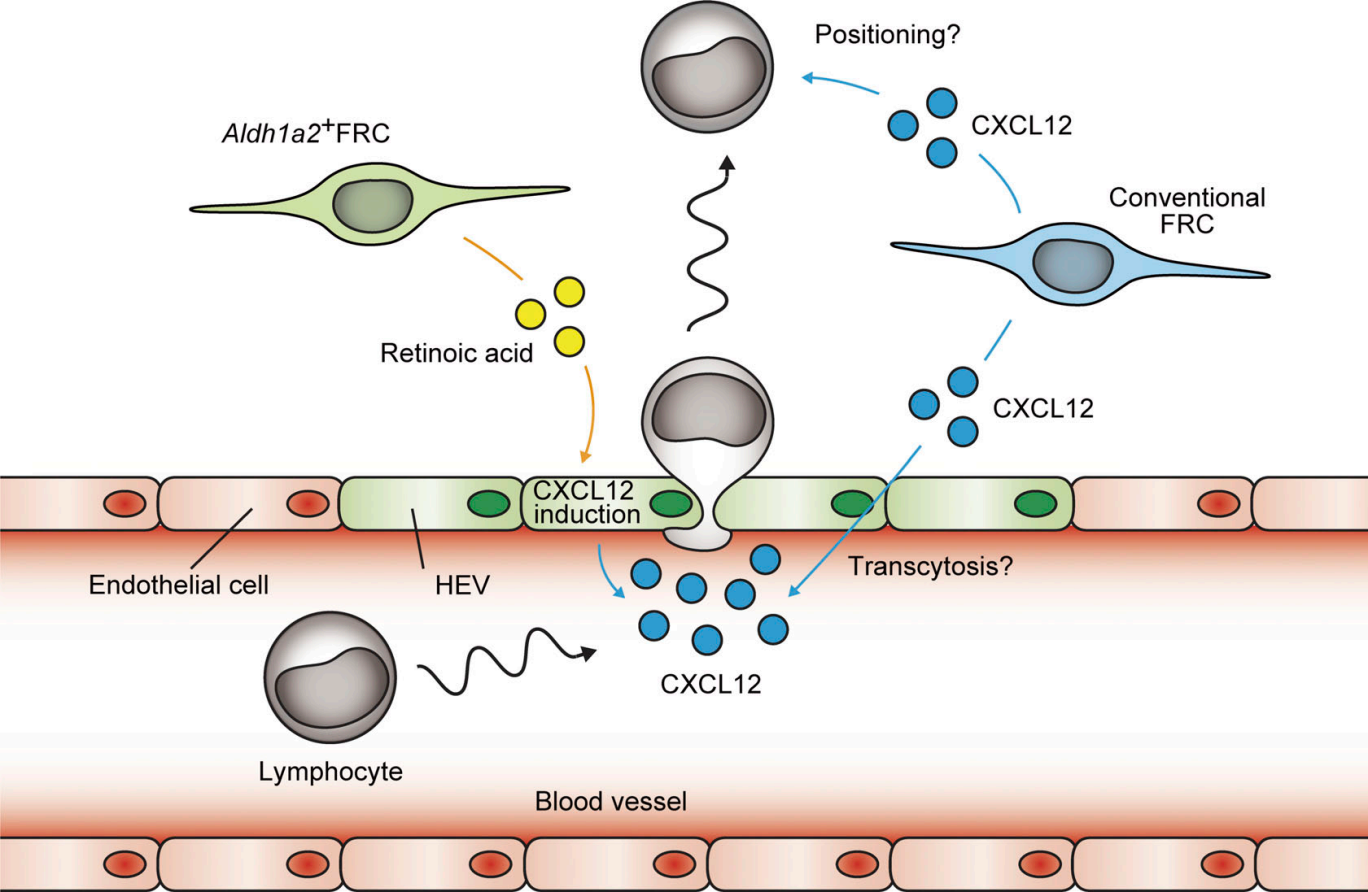
**Proposed model for recruitment of circulating lymphocytes into the milky spots.** CXCL12 in the milky spots is produced from two sources. *Aldh1a2*^+^ FRC-derived retinoic acid induces the expression of CXCL12 in endothelium, which regulates the constitutive recruitment of circulating lymphocytes to the milky spots. Additionally, conventional FRCs are also the source of CXCL12.

Retinoic acid is essential for the maintenance of peritoneal macrophages through the induction of transcription factor GATA6 (Okabe and Medzhitov, 2014). However, we did not observe a significant change in the peritoneal macrophage number as well as GATA6 expression in *Postn*-DTR mice (Fig. 7, D and E). A previous study has shown that Wilms’ tumor 1 (WT1)–expressing omental stromal cells, including fibroblasts and mesothelial cells, are the source of retinoic acid, and depletion of WT1^+^ cells reduced the frequency of GATA6^+^ macrophages in the peritoneal cavity (Buechler et al., 2019). We found that the expression of *Wt1* mRNA was rather lower in *Aldh1a2*^+^ FRCs among the stromal populations (Fig. S2 B), suggesting WT1^+^ cells and *Aldh1a2*^+^ FRCs are distinct populations. Given that mesothelium is in particular the first contact with peritoneal macrophages that drift with peritoneal fluid flow, mesothelial cell–derived retinoic acid may be prone to the maintenance of peritoneal macrophage population. Collectively, distinct sources of retinoic acid, *Aldh1a2*^+^ FRCs and WT1^+^ mesothelial cells, may endow the distinct regulating mechanisms in omental biology.

*Postn* gene was selectively expressed in *Aldh1a2*^+^ FRCs among omental stromal populations (Fig. 2 B). Indeed, DT administration in *Postn*-DTR mice selectively impaired the lymphocyte recruitment to the milky spots, but not to the other lymphoid organs (Fig. 4 G and Fig. S4 F). However, *Postn* expression was reported in cells of mesenchymal lineage present in other tissues, such as stomach, colon, and bone (Kanisicak et al., 2016; Morra and Moch, 2011). We observed that some *Postn*-DTR mice, after DT injection, exhibited cecal enlargement that might be caused by tissue damage in stomach and/or colon. Therefore, systemic effects of *Postn*-expressing cell ablation on the milky spot formation cannot be ruled out. Additionally, this made it difficult to study long term effect of *Aldh1a2*^+^ FRC ablation. Although this study illuminated the role of *Aldh1a2*^+^ FRCs in omentum and peritoneal cavity, these immune compartments also contribute to building systemic immunity including the production of serum natural antibodies and intestinal IgA (Ansel et al., 2002; Kunisawa et al., 2007). Further study is needed regarding the roles of *Aldh1a2*^+^ FRCs in these immune responses.

## Materials and methods

### Animals

All mice were bred in specific pathogen–free conditions, and experiments were approved by the Institutional Animal Care and Use Committee of Osaka University. Littermate controls were used for all experiments when feasible. C57BL/6J mice were purchased from CLEA Japan. CAG-EGFP mice (RBRC 00267) were obtained from Riken BioResource Research Center (Okabe et al., 1997), Mac-*Gata6* KO was described previously (Okabe and Medzhitov, 2014), and these mice were backcrossed to B6. *Postn*-DTR mice were generated by CRISPR/Cas-mediated gene targeting in C57BL/6 zygotes. 

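The location of the guide used to target *Postn* was determined by searching its 20-nt sequence, ACGGAGCTCAGGGCTGAAGA, on both strands of the 141767 transcripts of the GENCODE M21 annotation of the mouse genome (GRCm38). It matched 2 transcripts without mismatch, Postn-203 and Postn-204, and both belong to *Postn*. Genomic sequence outside the annotated transcripts was not searched. *Postn* lies on the plus strand of chromosome 3 from 54361109 to 54391037. The guide matches the same strand from 54361124 to 54361143, within exon 1, which spans 54361109 to 54361267. The protospacer adjacent motif recognized by Cas9, TGG, follows at 54361144 to 54361146. The start codon occupies 54361143 to 54361145, so the last base of the guide match is the first base of the start codon. A cut 3 bases from the motif would fall between 54361140 and 54361141, in the 5′ untranslated region just upstream of the start codon. The sequence around the match is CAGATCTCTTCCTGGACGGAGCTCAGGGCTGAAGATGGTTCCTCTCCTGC.

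**Figure D4:**
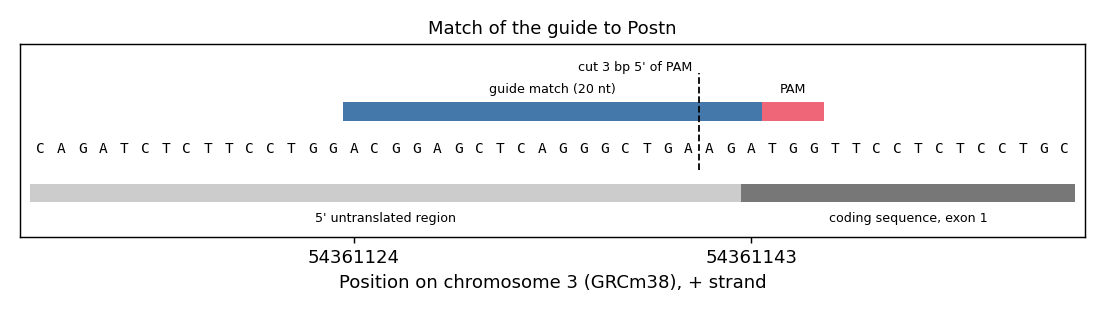
Match of the guide to exon 1 of *Postn*, drawn along positions on chromosome 3 of GRCm38. Bars mark the guide match, the adjacent motif, the 5′ untranslated region and the coding sequence, and the dashed line marks a cut 3 bases from the motif, upstream of the start codon at 54361143.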

In brief, CRISPR RNA: 5′-ACG​GAG​CTC​AGG​GCT​GAA​GA-3′ was used as targeting guide (Integrated DNA technologies) and mutated DTR sequence was inserted by microinjection (Saito et al., 2001; Furukawa et al., 2006).

### Reagents and antibodies

Rabbit monoclonal antibodies against ALDH1A2 (E6O6Q; Cell Signaling Technology), Desmin (Y66; Abcam), and CXCL12 (79018; R&D) were used. Antibodies against B220 (RA3-6B2), CD3 (17A2), CD4 (GK1.5), CD8a (53-6.7), CD11b (M1/70), CD16/32 (93), CD19 (6D5), CD23 (B3B4), CD45 (30-F11), CD105 (MJ7/18), F4/80 (BM8), IgM (RMM-1), MAdCAM-1 (MECA-367), PECAM-1 (390), PNAd (MECA-79), PDPN (8.1.1), TIE2 (TEK4), VCAM-1 (429), and Rat IgG2a,κ isotype control (RTK2758) were obtained from BioLegend. Antibodies against CD140a (APA5) and Msln (295D) were obtained from BD Biosciences and MDL, respectively. ATRA was obtained from Sigma-Aldrich.

For DT-mediated cell ablation, mice were i.p. injected with 100 ng of DT (Sigma-Aldrich). For CXCR4 inhibition, 200 μg of AMD3100 (Sigma-Aldrich) was i.p. injected every day for five times and omenta were harvested 24 h after the last injection. For inhibition of retinoic acid signaling, 500 nmol of pan retinoic acid receptor inverse agonist BMS493 (Tocris) was i.p. injected every day for three times and omenta were harvested 24 h after the last injection.

### Flow cytometry

Tissues were separated, minced, and incubated in PBS containing 0.2 U/ml of Liberase TM (Roche) and 20 μg/ml DNase I (Roche) in the presence of calcium and magnesium. After digestion, the suspension was further mechanically disrupted by pipetting and filtered through 70-μm cell strainer. Peritoneal exudate cells were harvested by injecting 8 ml of PBS containing 10% fetal bovine serum and 2 mM EDTA into peritoneal cavity. Single-cell suspensions were preincubated with antibody against CD16/32 to block FcγRII/III receptors and stained on ice for 10 min with antibodies conjugated with fluorochrome. Flow cytometry was performed on an LSRFortessa (BD Biosciences), and aldehyde dehydrogenase activity was determined by ALDEFLUOR (StemCell Technologies).

### RNA extraction and real-time PCR

Total RNA was reverse-transcribed using PrimeScript RT Master Mix (Clonetech) containing random hexamer and oligo (dT) primer. Alternatively, SMART MMLV Reverse Transcriptase (Clonetech) with oligo (dT) primer was used. Aliquots of the products were amplified using BioRad CFX96. The primers used for the mouse genes were as follows: *Gapdh*, 5′-GTT​GTC​TCC​TGC​GAC​TTC​AAC-3′ and 5′-CCA​GGG​TTT​CTT​ACT​CCT​TGG-3′; *Rpl13a*, 5′-GGC​TGA​AGC​CTA​CCA​GAA​AGT-3′ and 5′-TCT​TTT​CTG​CCT​GTT​TCC​GTA-3′; *Aldh1a2*, 5′-CAC​AGG​AGA​GCA​AGT​GTG​TGA-3′ and 5′-TAG​TTG​CAA​GAG​TTG​CCC​TGT-3′; *Aldh1a1*, 5′-GCA​CTC​AAT​GGT​GGG​AAA​GT-3′ and 5′-TTT​GGC​CAC​ACA​CTC​CAA​TA-3′; *Aldh1a3*, 5′-AAA​CCC​ACG​GTC​TTC​TCA​GAT-3′ and 5′-CTT​TGT​CCA​GGT​TTT​TGG​TGA-3′; *Phex*, 5′-GGG​TTT​ATC​CTT​GGC​TGA​GAC-3′ and 5′-AGG​TGA​ATG​CCT​CAA​GAT​GTG-3′; *Postn*, 5′- AAC​CAA​GGA​CCT​GAA​ACA​CG-3′ and 5′- GTG​TCA​GGA​CAC​GGT​CAA​TG-3′; *Ptx3*, 5′-CCT​GCT​TTG​TGC​TCT​CTG​GT-3′ and 5′-TCT​CCA​GCA​TGA​TGA​ACA​GC-3′; *Cd143*, 5′-CAG​TGT​CTA​CCC​CCA​AGC​AT-3′ and 5′-TTC​CAT​CAA​AGA​CCC​TCC​AG-3′; *Adm*, 5′-GTC​GTG​GGA​AGA​GGG​AAC​TAC-3′ and 5′-GGT​AGC​GTT​TGA​CAC​GAA​TGT-3′; *Tie2*, 5′-CAG​GCC​TGG​AAA​TAC​ATT​GAA-3′ and 5′-GGC​AGG​AGA​CTG​AGA​CCT​CTT-3′; *Msln*, 5′-AGT​CAG​GGA​GGT​TCT​GAG​GAG-3′ and 5′-AGG​GGT​CTC​TGG​AGA​TGT​GTT-3′; *Lrrn4*, 5′-TGA​GTT​CCT​TTG​GTC​CTT​GG-3′ and 5′-TAA​AGC​AGG​CTC​ACA​CAT​GG-3′; *Upk3b*, 5′-AGA​ATC​CCA​ACT​CCA​TTG​ACA​C-3′ and 5′-ATG​TAA​CGT​TTT​CCC​ATG​AAG​G-3′; *Ccl19*, 5′-CAC​CAC​ACT​AAG​GGG​CTA​TCA-3′ and 5′-TCT​TCT​GGT​CCT​TGG​TTT​CCT-3′; *Col4a1*, 5′-GAG​AGA​CAG​GAC​CCT​TTG​GAC-3′ and 5′-GGA​CAC​AGT​GGG​TCA​TCT​GTT-3′; *Col14a1*, 5′-CTG​CCC​ACA​CAG​CTA​GTG​AA-3′ and 5′-GCC​AGA​CCT​TCT​GTG​AGA​GG-3′; *Cxcl12*, 5′-GCT​CTG​CAT​CAG​TGA​CGG​TA-3′ and 5′-TAA​TTT​CGG​GTC​AAT​GCA​CA-3′; *Cxcl13*, 5′-TCT​GGA​AGC​CCA​TTA​CAC​AA-3′ and 5′-TTT​GTA​ACC​ATT​TGG​CAC​GA-3′; *Cxcl16*, 5′-TCC​GTG​AAC​TAG​TGG​ACT​GCT-3′ and 5′-GGA​AGA​GTG​GAG​TGC​TGA​GTG-3′; *Ccl21*, 5′-ATG​TGC​AAA​CCC​TGA​GGA​AG-3′ and 5′-TCC​TCT​TGA​GGG​CTG​TGT​CT-3′; *Dpt*, 5′-CCA​CTA​TGG​GGA​AGA​CAT​GG-3′ and 5′-CCT​TCA​CCC​GGA​CTT​CTG​TA-3′; *Wt1*, 5′- ACA​CCA​AAG​GAG​ACA​CAC​AGG-3′ and 5′- GCG​CAA​ACT​TTT​TCT​GAC​AAC-3′.

### RNA-seq

Omental cells were sorted by FACS Aria III (BD Biosciences) as indicated in the specific experiments. RNA was purified using RNeasy Micro Kit (QIAGEN) and RNAprotect Cell Reagent (QIAGEN). Sequencing libraries were constructed using NEBNext Ultra RNA Library Prep Kit for Illumina (NEB), and single-end sequencing was performed with Illumina NextSeq 500 with 76 bp reads. Gene expression heat map was created by using Cluster 3.0 and Java TreeView software. The accession numbers for the RNA-seq dataset reported in this paper are GEO GSE224315 and GSE224023.

### scRNA-seq

Single-cell suspension isolated from the omenta from three mice per group (WT and *Postn*-DTR, 5 d after DT injection) were run on 10X chromium (10X Genomics) and then through library preparation following the recommended protocol for the Chromium Single Cell 3′ Reagent Kit (v2). Fragment size of the libraries was confirmed with an Agilent 2100 Bioanalyzer. Libraries were sequenced on Illumina NovaSeq 6000 as a single-end mode. The raw reads were processed by Cell Ranger 3.1.0 (10X Genomics). Gene expression–based clustering was performed using the Seurat R package and filtering was applied to remove low-quality cells by excluding cells expressing <200 or >7,500 unique genes, as well as cells with >25% mitochondrial gene expression. The Seurat SCTransform function was used for normalization, and data were integrated without performing batch-effect correction as all samples were processed simultaneously. The accession number for the scRNA-seq dataset reported in this paper is GEO GSE224483.

### Splenocyte transfer

Single-cell suspensions of splenocytes from CAG-EGFP mice were prepared by homogenization of the spleen by using the frosted ends of the glass slides, followed by the filtration through 70-μm cell strainer. 5 × 10^7^ cells of splenocytes were injected i.v. or i.p., and peritoneal exudates or spleens were harvested after 24 h injection, respectively.

### Histology, immunofluorescence, and image analysis

For immunofluorescence of whole-mount tissues, omenta were dissected and fixed with 4% paraformaldehyde and blocked with PBS containing 5% bovine serum albumin in the presence of 2 μg/ml of antibody against CD16/32 (BioLegend). Specimens were stained with Can Get Signal immunostain Immunoreaction Enhancer Solution A (Toyobo) containing antibodies and mounted with Prolong Glass (Thermo Fisher Scientific). Samples were analyzed with a confocal laser scanning microscope (Leica STELLARIS 5 or Olympus FV-3000). Images were created using Leica Application Suite X or Olympus FV31S-SW.

The milky spot size was semiautomatically determined by BZ-X800 analyzer (Keyence). Recruitment of GFP^+^ splenocytes into the milky spots was statistically analyzed by using BZ-X800 analyzer (Keyence). The number of GFP signals in full-focused images from the multiple sectioning images (0.4 μm pitch) was automatically counted by BZ-X800 analyzer.

### Statistical analysis

All experiments were performed at least twice. Results were statistically analyzed by an ANOVA test or Student’s *t* test using GraphPad Prism 9. No statistical methods were used to predetermine sample size. Mean ± SD is shown for bar graphs, and P values of <0.05 were considered statistically significant. Sample sizes are detailed in the figure legends.

### Online supplemental material

Fig. S1 shows the expression of *Aldh1a1* gene among tissues, cellular characterization of ALDH-producing cells in omentum, and localization of ALDH1A2^+^ cells in the omentum. Fig. S2 shows gene expression analysis of *Aldh1a2*^+^ FRCs. Fig. S3 shows targeting construct of *Postn*-DTR allele and population analysis of omental stromal fractions. Fig. S4 includes Desmin^+^ FRC network, scRNA-seq analysis, and lymphoid organization of WT and *Postn*-DTR mice. Fig. S5 shows HEV populations in WT and Postn-DTR omenta and quantification of CXCL12 signal in the lumen of HEVs.

How the deposited data were processed for this re-analysis (not part of the article)

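RNA-seq was analyzed for 6 stromal populations (P1 to P6) sorted from the omentum of wild-type mice, with 1 library for each. The authors deposited FPKM values for each library, computed from single-end reads of 76 nt. The aligner, the counting program, their versions, the genome build, the annotation, any filter and the pooling of mice are not named in the paper's text. No further normalization between libraries was stated. In each library, 495 rows repeated a gene symbol, and rows that shared a symbol were summed, which left 23352 genes. All 41 genes of Fig. 2 A were found, each on a symbol that occurs once. *Tie2*, *Cd143*, *Cd140a* and *Cd105* were read under the symbols *Tek*, *Ace*, *Pdgfra* and *Eng*.

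Depth was recovered from the deposited FPKM values. Many low values of a gene are multiples of what a single read is worth, and the ratio of these steps between libraries gives their relative depth. The absolute scale came from 1097 genes with a single annotated transcript of at least 800 nt in GENCODE M21, of which 278 lay at the most frequent value. With an effective length, taken as transcript length less a fragment length of 200 nt, the depth of P1 was 53.3 to 53.5 M reads across 4 classes of transcript length. With the full length it ran from 43.0 to 51.3 M reads. Of the values of up to 10 reads that were tested, 52.8% to 56.5% per library came out within 0.05 of a whole number, against 10% by chance. Counts were therefore estimates, and no test for counts was run. Ratios between libraries were given with 95% intervals for counting error, computed from the estimated reads of both libraries, where the gene's length was known. No ratio was given where the highest other population had fewer than 3 estimated reads.

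A gene was called selective for a population when its FPKM was at least 2 times that in each of the other five populations and at least 1 in that population. Counting error was examined by drawing reads 100 times from a level per gene shared by all libraries, at the estimated depths. Where a gene's length was short or unknown, the value of a single read was taken from its lowest nonzero FPKM, with a lower limit. For gene lists, log2 of the FPKM in a population over the mean of the other five was taken after adding 0.1, and the median over a list was ranked among 10000 random lists of the same size, matched in 20 bins of mean FPKM. Similarity between populations was the Spearman correlation across genes of log2(FPKM + 1). Gene lists for endothelial, mesothelial, lymphoid, myeloid, adipocyte, mural and erythroid cells, for housekeeping, immediate-early, retinoid-response, Y-linked and vasoactive genes, and for *Xist*, were written before the data were examined. A list of 28 pancreatic acinar genes was written after.

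Genes named in the text were every gene of Fig. 2 A, every gene the paper names for the stromal populations, members of the gene lists, and the 10 genes with the largest ratio of P1 to the highest other population among selective genes outside Fig. 2 A. The last 10 were all small RNAs. Genes picked after their values were seen are *Ebf2*, genes listed at 0 in some libraries, *Amy2a5*, *Reg2*, *Igj*, genes with low FPKM in P4, and the highest genes of P6.

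Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The procedures were tested on simulated data for the real genes and depths. Of 200 genes raised 4 times in P1, 196 were recovered. Recovery of smaller changes was not tested, and the ratios of the Fig. 2 A genes had a median of 2.03. Of 23152 genes left unchanged, 18 were selected, and 17 of these were not small RNAs. Of 200 random lists, 2.5% lay outside the 2.5 to 97.5 percentiles, and a list of 12 raised genes lay at percentile 100.

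Alternatives for the minimum FPKM, the pseudocount, the scaling of libraries, the fold threshold, repeated symbols, the minimum mean FPKM and the populations compared were chosen before the data were examined. Combined settings for the genes of Fig. 2 A and scalings for the comparison with P2 and for the highest other population were added after. The scalings were a common sum of FPKM, the median of ratios, division by *Gapdh* and quantile normalization. The guide for *Postn* was located by exact match to the annotated transcripts of GRCm38. The gene ontology enrichment of Fig. S2 A was not repeated, because no gene ontology annotation was used here. The single-cell data and the RNA-seq of whole omenta of *Postn*-DTR mice were not analysed here.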

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

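All tests of explanations given here were chosen only after the results had been seen.

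Transcripts of pancreatic digestive enzymes, which the paper does not discuss, were present in the sorted stromal populations. Over a list of 28 pancreatic acinar genes, none of which is in Fig. 2 A or in another list, the median FPKM was 44.3 in P6 (44.315 before rounding), 29.1 in P4, 5.12 in P2, 3.47 in P5, 0.571 in P3 and 0.0638 in P1. The most abundant, *Amy2a5*, had 707 FPKM in P6, 433 in P4, 75.8 in P2 and 0.782 in P1. If these transcripts came from a common source, the genes should share an order of libraries. Of the 28 genes, 24 had the order P6, P4, P2, P5, P3 and P1, which is 1 of 720 possible orders. Among the 23 genes of at least 5 FPKM in P6, the ratio of P4 to P6 had a median of 0.703 and ran from 0.509 to 0.941. Its SD on the log2 scale was 0.24, against a median of 0.80 for matched random lists, the lowest of which had 0.167. Genes of islets and of acinar transcription factors stayed at or below 0.491 FPKM. RNA or cells of pancreatic acini, carried into the sorted fractions in different amounts, are a likely source. Across P2 to P5, the medians follow the gates, with higher values at intermediate than at low ALDH activity and, at each of these levels, higher values without CD105 than with it. P1, with the highest ALDH activity, had the lowest median. A relation of these transcripts to the gates therefore stays open. Whether the omental tissue or the sort was the point of entry was not tested. Lower depth does not account for it, because P6 had the fewest estimated reads, 36.9 M, and the highest values.

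In P6, 832 genes met the rule of at least 2 times each other population, against 54 in P1. The paper names *Msln*, *Lrrn4* and *Upk3b* among these and does not report the others. The lower depth of P6 was tested as an explanation by drawing reads from a level per gene shared by all libraries. A mean of 0.09 genes of known length then met the rule in P6, against 765 observed, which argues against depth for these genes. For genes of short or unknown length, the draws gave a mean of 24.7 against 49 observed. They decide nothing for these genes, because the value of a single read was assumed from the lowest nonzero FPKM. No gene of the acinar list was among the 832, but the ratios of P4 to P6 in that list left little room for it. *Reg2*, a pancreatic gene outside the list that was picked after its values were seen, was among them, at 13.3 FPKM in P6 and 4.28 in P4. A contribution of pancreatic RNA therefore stays open. Among the 832 were 9 of the 12 mesothelial genes, 6 of the 10 adipocyte genes and 3 of the 14 endothelial genes. They also included 2 of the 10 myeloid genes, 0 of the 11 lymphoid genes and the mural genes *Acta2*, *Cspg4* and *Mcam*. The cells of P6 differ from the other populations in their low CD140a, so a different cell type is a biological explanation that the design names. The mesothelial list was raised as a set in P6, with a median log2 of 3.10 (percentile 100) and 12 of 12 genes above the mean of the others. The adipocyte list lay at 2.67 (percentile 100) and the endothelial list at 1.03 (99.52). Mesothelial genes were thus the most raised of these lists, but the share of each cell type was not determined. RNA from adipocytes is also open, with *Cfd* at 114 FPKM in P6 and at most 0.337 in the other populations, and *Adipoq* at 14.7 and at most 0.785.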

How the results depend on the processing

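Without a minimum FPKM, 278 genes were selective for P1, 385 for P2, 456 for P3, 245 for P4, 303 for P5 and 1626 for P6, and all genes selected at a minimum of 1 remained. At a minimum of 0.1 FPKM, the numbers were 96, 102, 126, 53, 81 and 1393 from P1 to P6. At a minimum of 5 FPKM, they were 21 for P2, 23 for P3, 26 for P5 and 453 for P6, and at a minimum of 10 FPKM, 29 for P1, 14 for P2, 14 for P3, 19 for P5 and 301 for P6. Requiring a mean of at least 1 FPKM over all libraries gave 25 for P3, 27 for P5 and 550 for P6. These changes follow from the minimum itself, which admits more or fewer genes. At a threshold of 1.5 times, 208 genes were selective for P1, 66 for P2, 84 for P3, 25 for P4, 142 for P5 and 1413 for P6, and all 41 genes of Fig. 2 A passed. At 3 times, the numbers were 14 for P1, 18 for P2, 22 for P3, 22 for P5 and 470 for P6, and 2 genes of Fig. 2 A passed. A pseudocount of 1 gave 25 genes for P1, 19 for P2, 25 for P3 and 26 for P5, and 13 genes of Fig. 2 A passed.

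Scaling by the median of ratios gave 84 genes for P1, and its size factors ran from 0.914 in P1 to 1.08 in P6. Division by *Gapdh* gave 87 genes for P1 and 27 for P5, and all 41 genes of Fig. 2 A passed. Quantile normalization gave 94 genes for P1, of which 53 were among the 54 genes found as deposited. The cause was not tested. Without P2 in the comparison, 126 genes were selective for P1, while leaving out P3, P4, P5 or P6 gave 63, 73, 56 or 59 genes. The number of genes of Fig. 2 A that passed was 38 without P4 and at most 27 without any other population.

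The remaining alternatives set before the data were examined kept the count for P1 within 1.5 times of 54 and that for Fig. 2 A within 1.5 times of 26. Some combined settings were chosen after seeing the data. With at least 2 times P2, at least 1.5 times the other populations and at least 5 FPKM in P1, 54 genes were selective and all 41 genes of Fig. 2 A were among them. With division by *Gapdh* and at least 5 FPKM in P1, 56 genes were selective, again with all 41. Scalings were also applied after seeing the data to the number of genes of Fig. 2 A above P2. For P4, this number fell from 30 to 9 after division by *Gapdh*, and P4 was the highest other population for 6 genes instead of 28. P2 was the highest other population for 28 genes with *Gapdh* and 14 with quantile normalization, instead of 9. For P6, it fell from 7 to 4 with the median of ratios, 3 with *Gapdh* and 4 with quantile normalization. The cause was not tested.

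Among ratios of P1 to the highest other population, 6 changed side of 1. For *Pdgfra*, the ratio was 1.05 with the median of ratios and 1.00375 with *Gapdh*, against 0.986 as deposited. For *Eng*, it was 0.980 with a common sum and 0.992 with quantile normalization, against 1.00355. *Ptprc* reached 1.05 with quantile normalization and *Pdpn* 1.04 with *Gapdh*, against 0.797 and 0.820. The cause was not tested. Other ratios crossed the threshold of 2 without changing direction, 30 of them to a ratio of at least 2 and 19 to a ratio below it, and 428 did neither. All 41 genes of Fig. 2 A kept a ratio above 1 under every alternative. For the endothelial list in P1, keeping the members with a mean of at least 1 FPKM moved the median log2 from −0.42 to −5.02, and only *Kdr* and *Esam* were left. The other 55 list results stayed on their side of the percentile limits. The order of P2 to P6 by similarity to P1 was the same in all alternatives. No paired analysis was possible because each population had 1 library.

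Depth limits the ratios near the threshold, since 20 of the 40 intervals for the genes of Fig. 2 A include 2. Small RNAs are shorter than the assumed fragment, so the depth gives no reliable number of reads for them.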

Differences from the paper's values

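The paper states that 41 genes were at least 2 times higher in P1 than in all other populations. Of these 41 genes, 26 met that criterion in the FPKM values. Scaling by the median of ratios gave 34 genes, quantile normalization 31, division by *Gapdh* 41, a threshold of 1.5 times 41, and leaving out P4 38, all within 1.5 times of the paper's number. Other alternatives set before the data were examined stayed outside this limit. They were every minimum FPKM, both pseudocounts, the common sum, the threshold of 3 times and the highest of repeated rows. The mean FPKM minimum and leaving out P2, P3, P5 or P6 did so as well. For the alternatives within this limit, the total number of selected genes was further from the paper's 41. It was 84 with the median of ratios, 94 with quantile normalization, 87 with *Gapdh*, 208 at 1.5 times and 73 without P4. The total as deposited was 54, and it was 41 with a mean of at least 1 FPKM, of which 26 were genes of Fig. 2 A. A pair of combined settings chosen after seeing the values included all genes of Fig. 2 A but selected others as well. With at least 2 times P2, 1.5 times the other populations and 5 FPKM in P1, 41 of the 41 genes passed among 54 selected, and with division by *Gapdh* and at least 5 FPKM, 41 passed among 56. Without P4 and with at least 5 FPKM, also chosen after seeing the values, 38 passed among 50.

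For quantitative PCR, the paper shows means with SEM of 3 mice, a different assay from RNA-seq, and its values below were read by eye. A value was called different when it lay outside the SEM read from the figure and differed by more than 1.5 times. Of 23 values compared, 11 were not called different. An example is *Aldh1a2* in P1 relative to P2, at about 7.2 in Fig. 1 D, read by eye, against 5.96. The other 12 follow, and 7 of them are in P4. *Aldh1a2* relative to P2 was about 1.0 in P4 in Fig. 1 D, read by eye, against 3.61 by FPKM. It was about 0.65 in P5 in Fig. 1 D, read by eye, against 1.84, and about 1.2 in P6 in Fig. 1 D, read by eye, against 2.65.

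The other values are relative to P1. *Phex* in P3 was about 0.13 in Fig. 2 B, read by eye, against 0.213 by FPKM. Scaling by the median of ratios (0.195) or quantile normalization (0.195) brought it within 1.5 times. *Phex* in P4 was about 0.04 in Fig. 2 B, read by eye, against 0.311. *Postn* was about 0.23 in P3 and about 0.13 in P4 in Fig. 2 B, read by eye, against 0.442 and 0.534. *Ptx3* in P4 was about 0.15 in Fig. 2 B, read by eye, against 0.333. *Cd143* in P4 was about 0.11 in Fig. 2 B, read by eye, against 0.404. *Adm* was about 0.21 in P3 and about 0.11 in P4 in Fig. 2 B, read by eye, against 0.359 and 0.401. *Tie2* in P4 was about 0.12 in Fig. 2 B, read by eye, against 0.495. Apart from *Phex* in P3, no alternative set before the data were examined brought any of these values within the limits, division by *Gapdh* included.

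In Fig. 2 B, *Phex*, *Postn*, *Ptx3* and *Tie2* rank lower in P4 than in P2. By FPKM, *Phex* and *Postn* were higher in P4, with ratios to P2 of 2.17 and 1.48, and stayed higher after division by *Gapdh*. *Ptx3* and *Tie2* were also higher in P4, with ratios of 1.19 and 1.28, but lower after division by *Gapdh* (for *Ptx3*, 0.236 of the P1 value in P4 and 0.275 in P2). In Fig. 2 B, *Col4a1* and *Col14a1* are highest in P2, whereas by FPKM they were highest in P1, at 714 and 334 against 552 and 266 in P2. The paper states that *Lrrn4* and *Upk3b* mRNA were not detected in P1. By FPKM, *Lrrn4* was 3.64 and *Upk3b* 11.1 in P1, against 308 and 1140 in P6.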

Other observations

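All tests of explanations given here were chosen only after the results had been seen.

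P4 was the population next to P1 for 28 of the 41 genes of Fig. 2 A as deposited, but for 6 after division by *Gapdh*, when P2 was next to P1 for 28. FPKM in P4 over P1 had a median of 0.472 and ran from 0.311 to 0.658. Cells of P1 in the P4 library would bring *Eng* at a similar fraction, but *Eng* in P4 was 0.00685 of its value in P1, from an estimated 67.7 reads against 9019. Among genes of at least 10 FPKM in P1, *Cilp*, *Mfap4*, *Cxcl14* and *Tmem254c* were also below 0.2 of their P1 value in P4, at 0.125, 0.143, 0.149 and 0.155. An exchange of P4 with P2 or P3 is excluded by *Eng* at 0.359 FPKM in the library labelled P4, against 52.2 in P2 and 42.6 in P3. *Eng* was also low in P5, at 0.231 FPKM, so it cannot test an exchange of P4 with P5, which stays open. Scaling was tested by the median of ratios, after which 28 of the 41 genes were still higher in P4 than in P2. *Gapdh* itself was 1.39 times higher in P4 than in P2, while the other 7 housekeeping genes had a median of 1.07 and ran from 0.670 to 1.54, and after division by *Gapdh* 9 genes were higher. The median of ratios argues against scaling as the whole cause, while the pattern is lost if *Gapdh* is taken as the reference. It also stays open whether P4 may hold cells with the expression programme of P1 but without CD105. On the FPKM scale from P5 (0) to P1 (1), P4 had a median position of 0.318 over 190 other genes at least 4 times higher in P1 than in P5, against 0.395 for Fig. 2 A. Over 319 genes at least 4 times higher in P5 than in P1, the position was 0.271. A mixture and a graded change in every cell cannot be told apart from these values, because 1 library gives only the mean of its cells.

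Small RNAs made up 10 of the 54 genes selective for P1. The other populations had at least 14 and at most 18 each, so P1 had no more of them than the others. In draws from a level shared by all libraries, a mean of 6.09 and at most 13 small RNAs met the rule in P1. In P2 to P6, the observed numbers exceeded the highest of 100 draws, with 14 against 12 in P2, 17 against 12 in P3, 14 against 13 in P4, 17 against 12 in P5 and 18 against 11 in P6. The estimated reads of the 10 small RNAs in P1 ran from 1 to 2019, on a scale that is uncertain for transcripts shorter than a fragment. Whether counting of few reads is the source therefore stays open.

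Some abundant genes were listed at 0 in part of the libraries. *Col3a1* was at 0 in P2 and at least 2100 FPKM elsewhere, *Fn1* at 0 in P1, *G3bp2* at 0 in P5, *Gsn* at 0 in P1, P2 and P3 and at 5350 FPKM in P4, and *Serbp1* at 0 in P3, P4, P5 and P6. These were 5 of 2871 genes examined, and 0 genes fell to a low but nonzero value in the same way. A fall to 1% of the lowest other value would still leave at least 75.9 estimated reads, the number for *G3bp2*. A failed estimate at these loci is a likely source. The values at 0 were nevertheless kept as deposited in all counts and lists, so *Gsn* is among the 16 genes selective for P4 and enters the list of the *Aldh1a2*+ cluster with a log2 of −13.92 in P1. The test does not extend to *Ebf2*, listed at 0 in P2, whose lowest nonzero value was 0.203 FPKM in P6.

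Mesothelial genes were present in P4 and P5. *Upk3b* had 383 FPKM in P4, 289 in P5 and 1140 in P6, and *Lrrn4* had 135, 110 and 308. Cells of P6 in the P4 library would bring all mesothelial genes at a similar fraction. P4 over P6 was 0.336 for *Upk3b* and 0.440 for *Lrrn4*, with *Krt19* at 0.318 and *Bnc1* at 0.347. It was 0.134 for *Upk1b*, 0.709 for *Wt1* and 0.981 for *Ezr*, but at most 0.0401 for *Msln*, *Krt7*, *Krt8* and *Krt18*. The last 4 genes, at 57.2 to 171 FPKM in P6, limit the share of such cells and exclude them as the whole cause, while a small share stays open. No biological explanation was tested.

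The hypothesis that retinoic acid made in P1 raises retinoid-response genes in P1 itself was tested with a list of 10 genes. Unlike the other tests given here, this list was written before the data were examined. The list had a median log2 of −0.33 in P1, at percentile 12.23 among matched random lists, and 2 of its genes, *Cyp26b1* and *Dhrs3*, were above the mean of the other populations. *Tgm2* had 32.5 FPKM in P1 and 356 in P5. The members went in both directions, so the list leaves the hypothesis undecided.

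Values for genes that the paper measured by other assays were as follows. *Aldh1a1* had 41.4 FPKM in P1, its lowest value, and 129 in P6. *Aldh1a3* had 19.5 FPKM in P1 and 38.2 in P2, its highest value. *Vcam1* had 54.5 FPKM in P1, 73.3 in P2, 98.2 in P3 and 3.54 in P6. *Pdpn* had 102 FPKM in P1 and lay between 78.8 in P3 and 125 in P6, and P1 ranked highest after division by *Gapdh*. *Des* had 57.2 FPKM in P1 and 198 in P3. *Msln* had 0.127 FPKM in P1 and 171 in P6. *Ccl19* had 90.8 FPKM in P1, 168 in P2, 204 in P3, 39.8 in P4 and 3.60 in P6. *Col4a1* fell from 714 FPKM in P1 to 372 in P4 and 23.3 in P6, *Col14a1* from 334 to 141 and 6.83, and *Dpt* from 1634 to 650 and 8.70. *Wt1* had 50.3 FPKM in P1, its lowest value, and 211 in P6. *Cxcl12* had 366 FPKM in P1, 551 in P2, 597 in P3 and 144 in P4. *Cxcl13* had 209 FPKM in P1, 2090 in P3 and 3464 in P5. *Cxcl16* had 11.9 FPKM in P1 and 25.2 in P3, and *Ccl21a* was at or below 0.486 in all populations. Of the genes the paper names for single-cell clusters, *Ccl11* had 688 FPKM in P1 and 368 in P3, *Clec3b* 2387 in P1 and 1645 in P2, and *Mfap5* 444 in P1 and 244 in P2. *Matn2* had 29.1 FPKM in P1 and 114 in P2, *Apoe* 844 in P1 and 1828 in P3, *Tmem176a* 133 in P1 and 453 in P5, and *Tmem176b* 232 in P1 and 909 in P5.

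The remaining lists gave these median log2 values in P1 against the mean of the other populations, with their percentiles among matched random lists. The mesothelial list lay at −5.02 (percentile 0), the lymphoid list at 0.37 (99.93), the myeloid list at −0.44 (13.4), the adipocyte list at −0.82 (0.2), the mural list at −1.22 (0.08), the erythroid list at −0.98 (6.83), the immediate-early list at −0.05 (26.9) and the housekeeping list at −0.16 (16.0). Of the lists of genes the paper names, the FRC genes lay at 1.18 (99.92) in P1, 0.94 (99.97) in P2, 0.39 (99.32) in P3 and −0.22 (1.52) in P4. The mesothelial genes it names lay at −5.04 (0) in P1, those of the *Aldh1a2*+ cluster, which include genes of Fig. 2 A, at 1.52 (100) and those of the *Ccl19*+ cluster at −0.76 (0.7). The highest gene of the lymphoid list in P1 had 3.23 FPKM. The immunoglobulin J chain gene *Igj*, outside this list, had 24.3 FPKM in P1 and 119 in P2. Immediate-early genes were abundant in all libraries, with a median of 650 FPKM in P1 and 983 in P6. *Ddx3y* lay between 22.8 and 31.0 FPKM and *Xist* at or below 0.0310, in all libraries. Across 12053 genes, the Spearman correlation of P1 was 0.966 with P2, 0.950 with P3, 0.910 with P4, 0.870 with P5 and 0.773 with P6. Genes are not independent replicates, so these values only describe the libraries.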
